# A plant-specific *HUA2-LIKE* (*HULK*) gene family in *Arabidopsis thaliana* is essential for development

**DOI:** 10.1111/tpj.12629

**Published:** 2014-08-28

**Authors:** Sathya S Jali, Sarah M Rosloski, Preetam Janakirama, Joshua G Steffen, Vladimir Zhurov, Thomas Berleth, Richard M Clark, Vojislava Grbic

**Keywords:** *Arabidopsis thaliana*, gene family, phylogenetic analysis, redundancy, pleiotropic effects, lethality, transcriptomics

## Abstract

In *Arabidopsis thaliana*, the *HUA2* gene is required for proper expression of *FLOWERING LOCUS C* (*FLC*) and *AGAMOUS*, key regulators of flowering time and reproductive development, respectively. Although *HUA2* is broadly expressed, plants lacking *HUA2* function have only moderately reduced plant stature, leaf initiation rate and flowering time. To better understand *HUA2* activity, and to test whether redundancy with similar genes underlies the absence of strong phenotypes in *HUA2* mutant plants, we identified and subsequently characterized three additional *HUA2-LIKE* (*HULK*) genes in Arabidopsis. These genes form two clades (*HUA2*/*HULK1* and *HULK2*/*HULK3*), with members broadly conserved in both vascular and non-vascular plants, but not present outside the plant kingdom. Plants with progressively reduced *HULK* activity had increasingly severe developmental defects, and plants homozygous for loss-of-function mutations in all four *HULK* genes were not recovered. Multiple mutants displayed reproductive, embryonic and post-embryonic abnormalities, and provide detailed insights into the overlapping and unique functions of individual *HULK* genes. With regard to flowering time, opposing influences were apparent: *hua2 hulk1* plants were early-flowering, while *hulk2 hulk3* mutants were late-flowering, and *hua2* acted epistatically to cause early flowering in all combinations. Genome-wide expression profiling of mutant combinations using RNA-Seq revealed complex transcriptional changes in seedlings, with *FLC*, a known target of *HUA2*, among the most affected. Our studies, which include characterization of *HULK* expression patterns and subcellular localization, suggest that the *HULK* genes encode conserved nuclear factors with partially redundant but essential functions associated with diverse genetic pathways in plants.

## Introduction

Plants initiate primordia at the flank of the shoot apical meristem that give rise to leaves during vegetative development and to floral meristems during reproductive development. The primordial developmental fate is controlled by genetic pathways that integrate both endogenous and environmental cues, allowing plants to synchronize development with environmental conditions (Bernier *et al*., 1993; Telfer *et al*., 1997; Steynen *et al*., 2001; Bouyer *et al*., 2011). In *Arabidopsis thaliana*, timing of the transition to flowering depends on inputs from floral promoting and repressing pathways (Srikanth and Schmid, 2011). The major floral repressing pathway in Arabidopsis is controlled by *FLOWERING LOCUS C* (*FLC*). *FLC* represses the expression of floral pathway integrator genes that regulate the function of floral meristem identity genes. Combinatorial activities of floral meristem identity genes specify floral developmental fate to newly formed floral meristems (Bowman *et al*., 1991; Pelaz *et al*., 2000; Ditta *et al*., 2004; Pose *et al*., 2012). Among floral meristem identity genes, *AGAMOUS* (*AG*) specifies stamen and carpel identities and determinacy of the floral meristem (Bowman *et al*., 1991).

One gene that is implicated in the transition to flowering and floral developmental fate is *HUA2*. HUA2 is a putative transcription factor characterized by a PWWP domain that has roles in the epigenetic regulation of chromatin structure through interaction with histones and/or DNA, a RPR domain, that has been shown in yeast (*Saccharomyces cerevisiae*) to interact with splicing factors and/or the C–terminal regulatory domain of RNA polymerase II, and C–terminal PPLP repeats that are implicated in protein–protein interactions (Bedford *et al*., 1997; Kay *et al*., 2000; Steinmetz *et al*., 2001; Yang and Everett, 2007; Kang *et al*., 2009; Wang *et al*., 2009; Dhayalan *et al*., 2010). The combination of these domains suggests that HUA2 may couple transcription and pre-mRNA processing during mRNA synthesis (Montes *et al*., 2012). *HUA2* was initially described for its role in regulating *AG*, with Arabidopsis plants bearing a mutation in *HUA2*, in the *hua1 hua2 ag–4* mutant, displaying stamen to petal transformations, mis-shapen carpels and indeterminacy of the floral meristem (Chen and Meyerowitz, 1999). HUA1 is an RNA-binding protein, with six tandemly arrayed CCCH zinc fingers (Chen and Meyerowitz, 1999; Cheng *et al*., 2003). Features of both the HUA2 and HUA1 proteins suggest that the master C–function gene *AG* may be tethered to a RNA metabolism pathway.

As a single mutant, *hua2* plants develop normal flowers. Thus, the effect of *HUA2* on *AG* function is dependent on interacting loci (Chen and Meyerowitz, 1999), and subsequent genetic screens in the *hua1–1 hua2–1* background identified five *HUA ENHANCER* genes (*HEN1–5*) that also specify reproductive organ identity and floral determinacy. Several of these enhancers are known to function in diverse and seemingly unrelated pathways. For instance, HEN1 acts in microRNA metabolism (Boutet *et al*., 2003; Li *et al*., 2005), HEN3 encodes an E–type cyclin-dependent kinase (Wang and Chen, 2004), and *HEN5*/*PAUSED* (*PSD*) encodes a putative tRNA export receptor (Li and Chen, 2003). However, both HUA1 and HEN4 are RNA-binding proteins that interact *in vivo* (Li *et al*., 2001; Cheng *et al*., 2003), and *HEN2* encodes a putative RNA helicase (Western *et al*., 2002). Further, plants bearing *hua1 hua2* and *hen2* or *hen4* alleles were found to have elevated levels of aberrant *AG* transcripts that terminate within the large second intron, consistent with floral phenotypes associated with reduced *AG* activity (Cheng *et al*., 2003). This has led to the suggestion that *HUA2*, although lacking sequence homology to known RNA-binding proteins, may be associated with processing of *AG* pre-mRNA (Cheng *et al*., 2003).

Subsequently, independent studies also identified *HUA2* as a positive regulator of the floral repressors *FLC*, *MADS AFFECTING FLOWERING 1* and *2* (*MAF1* and *MAF2*) and *SHORT VEGETATIVE PHASE* (*SVP*) (Doyle *et al*., 2005; Wang *et al*., 2007). High *FLC* expression, which is characteristic of Arabidopsis strains that require exposure to prolonged cold in order to flower (i.e. are vernalization-dependent), is mediated by the activity of the *FRIGIDA* (*FRI*) locus that encodes a plant-specific protein (Johanson *et al*., 2000). FRI acts as a scaffold for assembly of a *FLC*-specific transcriptional activation complex that recruits general transcriptional machinery and chromatin modification factors (Choi *et al*., 2011). *HUA2* is required for both*FRI*-dependent and *FRI*-independent *FLC* expression, although the precise role of *HUA2* in regulating *FLC* expression has not been resolved (Doyle *et al*., 2005; Wang *et al*., 2007).

Despite findings linking HUA2 activity to expression of functional *AG* and *FLC* transcripts, the broader role of HUA2 (or HUA2-like) activity in plant development remained unclear. Although a lack of HUA2 activity has only modest effects on leaf initiation rate (Mendez-Vigo *et al*., 2010), plant stature and flowering time (Poduska *et al*., 2003; Doyle *et al*., 2005; Wang *et al*., 2007), and *HUA2*-associated floral phenotypes are only apparent in sensitized genetic backgrounds, the gene is nonetheless broadly expressed throughout development (Chen and Meyerowitz, 1999). Given the prevalence of gene duplications in the Arabidopsis genome, a consequence of paleopolypoidy events or more recent segmental or tandem duplications (Blanc *et al*., 2003), we wished to determine whether the absence of striking phenotypes in plants lacking *HUA2* may be explained by functional redundancy with related family members. Through homology searches, we identified a small gene family, the *HUA2-LIKE* (*HULK*) gene family, which consists of four members (including *HUA2*) in Arabidopsis. By constructing combinations of *HULK* mutants, we demonstrate that *HULK* gene function is essential for viability. The complex and sometimes opposing effects on development, flowering time and gene expression in mutant combinations suggest diverse and essential roles for *HULK* genes in the control of plant development and physiology.

## Results

### *In silico* identification of *HULK* genes

To identify genes with homology to *HUA2* in the Arabidopsis genome, we performed BLAST searches with *HUA2* nucleotide and protein sequences, and identified three genes that, together with *HUA2*, form the *HUA2-LIKE* (or *HULK*) gene family. The HULK family members share a conserved domain structure that includes a PWWP domain (Pfam: PF00855; named after the conserved Pro-Trp-Trp-Pro motif), putative nuclear localization signal (NLS) motifs (ELM: TRG_NLS_MonoCore_2), an RPR domain (SMART: SM000582; regulation of nuclear pre-mRNA) and a PRR domain (proline-rich region) of variable length (Figures1a and S1). Among the HULKs, pairwise amino acid identities range from 50.7 to 86.3% and from 47 to 88.6% for the PWWP and RPR domains, respectively. *HUA2* (AT5G23150) and *HULK1* (AT5G08230) are distantly linked on chromosome 5, while *HULK2* (AT2G48160) and *HULK3* (AT3G63070) are adjacent to the distal telomeres of chromosomes 2 and 3, respectively. Indicative of a comparatively recent gene family expansion, *HUA2*/*HULK1* and *HULK2*/*HULK3* are present within segmental duplications arising from the most recent paleopolyploidy event in the Arabidopsis lineage (Blanc *et al*., 2003).

**Figure 1:**
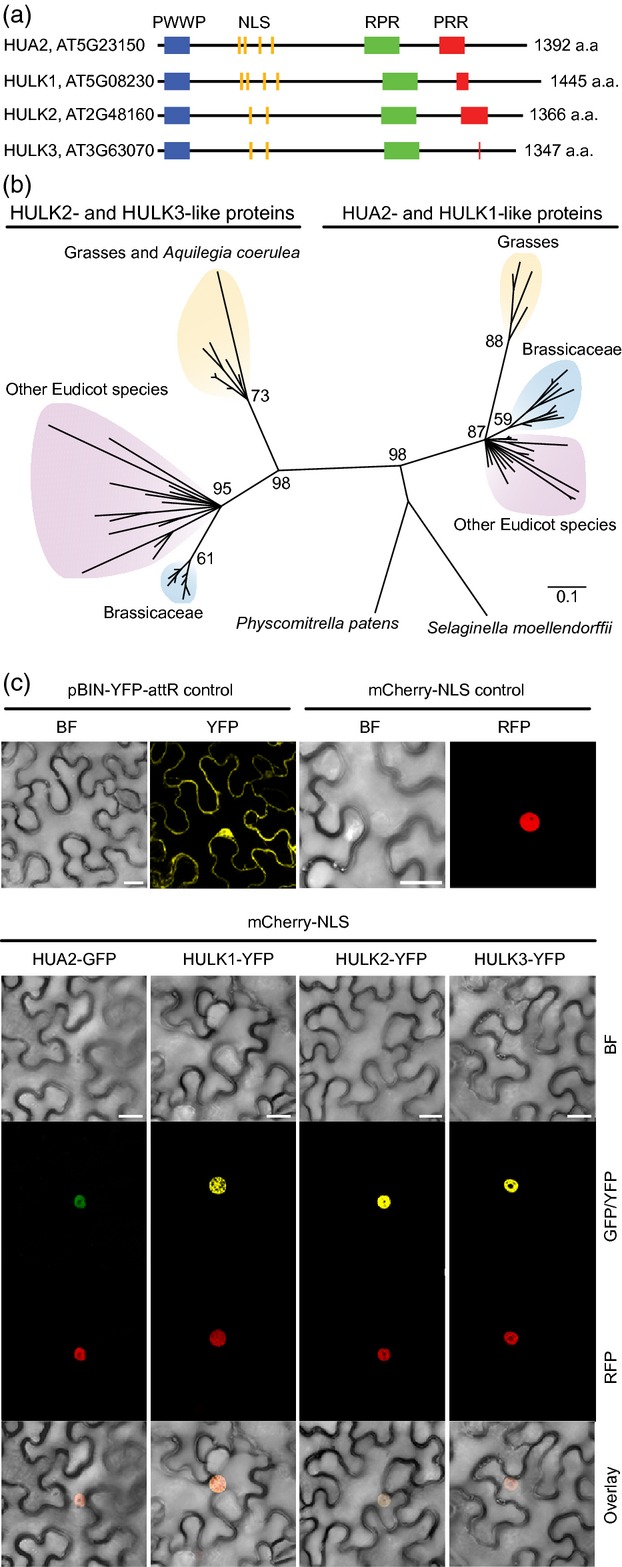
Structure of HUA2-like proteins of Arabidopsis and maximum-likelihood phylogeny of HULK-like proteins in Embryophytes.(a) Diagram of HUA2-like proteins of Arabidopsis, showing the PWWP, RPR and PRR domains and NLS motifs with relative positions and sizes.(b) Unrooted phylogram of amino acid sequences in domains of HULK-like proteins of 28 Embryophyte species, with *Physcomitrella patens* as an outgroup, based on maximum likelihood. The scale bar indicates the number of amino acid substitutions per site. Support values are puzzle support values.(c) Intracellular localization of HULK proteins. Top: confocal images of *N. benthamiana* leaf epidermal cells expressing the pBIN-YFP-attR or mCherry–NLS controls. Bottom: localization of co-infiltrated mCherry–NLS and HUA2–GFP, HULK1–YFP, HULK2–YFP or HULK3–YFP constructs, with an overlay of the bright field (BF), GFP/YFP and RFP images. Scale bars = 25 μm.

A broader search for proteins with a similar domain organization to that in the HULK proteins retrieved sequences from plants within the sub-kingdom Embryophyta, but not in green algae, animals or fungi. Phylogenetic analyses using the PWWP and RPR domains of HULK homologs from evolutionary distant species revealed two well-supported clades represented by HUA2/HULK1 and by HULK2/HULK3 (Figure1b, puzzle support of 0.98). The split is ancient, and probably occurred in the common ancestor of angiosperms. With the exception of *Malus domestica*, *Brassica rapa* and *Populus trichocarpa*, all species for which we identified more than one HULK homolog have members belonging to both the HUA2/HULK1 and HULK2/HULK3 clades (Figure S2).

The presence of putative NLS motifs in each of the HULK proteins indicates that they may localize in the nucleus. To assess the subcellular protein localization of *HULK* gene products, we transiently expressed and visualized GFP/YFP-tagged proteins in tobacco epidermal cells (*Nicotiana benthamiana*). All four HULK proteins localized to the nucleus (Figure1c), a finding consistent with the presence of NLS motifs in each family member (Figure1a). Thus, we have identified a family of HULK proteins with broad phylogenetic distribution in the Embryophyta that localize in the nucleus.

### Expression of *HULK* gene family members

Based on both AtGenExpress (Schmid *et al*., 2005) and deep RNA-Seq read data from various tissues for 19 divergent accessions (see Experimental procedures and Gan *et al*., 2011), Arabidopsis *HULK* genes are expressed in all plant organs, as well as both vegetative and reproductive shoots (Figure S3). Although relative expression levels varied modestly by tissue, *HULK2* and *HULK3* were typically expressed more highly than *HUA2*, with *HULK1* having the lowest expression. To further characterize spatial expression patterns of each *HULK* gene, we performed *in situ* hybridization of both vegetative and reproductive apices of Arabidopsis using gene-specific probes. Consistent with known vegetative and reproductive phenotypes, and previous work demonstrating broad *HUA2* expression (Chen and Meyerowitz, 1999), we observed that *HUA2* was expressed throughout young primordia and vegetative and reproductive apices (Figures2 and S4). Likewise, each of the *HULK1–3* genes was expressed broadly in vegetative and reproductive apices in domains that are essentially indistinguishable from those for *HUA2* (Figure2). Although *in situ* hybridization is only semi-quantitative, expression of *HULK2* and *HULK3* occurred earlier than that of *HUA2* and *HULK1*, a finding that is consistent with the higher expression of *HULK2* and *HULK3* indicated by expression microarray and RNA-Seq data (Figure S3). Thus, *HULK* genes have overlapping expression patterns that, together with the commonality of the nuclear subcellular localization and high degree of sequence similarity of their corresponding gene products, suggest that they may act redundantly in performing their cellular functions.

**Figure 2:**
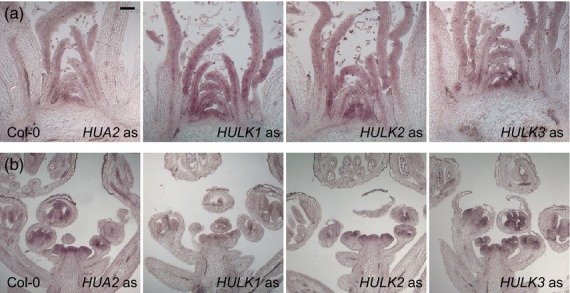
*HULK* gene expression in vegetative shoot and inflorescence apices as detected by *in situ* hybridization. Longitudinal sections of vegetative shoot (a) and inflorescence apices (b) hybridized with antisense probes to the four *HULK* genes as indicated. All sections are from wild-type (Col–0) plants. The sections were stained for 5, 7, 4 and 3 days, respectively, for *HUA2*, *HULK1*, *HULK2* and *HULK3* genes. Scale bar = 100 μm.

### Characterization of *HULK* loss-of-function alleles

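The alleles left fewer reads on the gene they disrupt in shoots of the 3 mutant genotypes. *HUA2* was covered by 249 reads in the 2 Col-0 libraries and by 37, 27 and 63 reads in the 2 libraries each of the *hua2-7* single, *hua2-7 hulk1* double and *hua2-7 hulk1 hulk2* triple mutants. *HULK1* was covered by 105 reads in Col-0, 97 in the single mutant, 50 in the double mutant and 48 in the triple mutant. *HULK2* was covered by 637 reads in Col-0, 461 in the single mutant, 835 in the double mutant and 131 in the triple mutant. In RPM, *HULK2* in the triple mutant stood at 0.188 of its Col-0 level (limma, adjusted p = 7.18e-13). *HUA2* stood at 0.185, 0.0884 and 0.231 of its Col-0 level in the single, double and triple mutants (limma, adjusted p = 1.18e-07, 4.52e-12 and 1.66e-06). No library here carries the *hulk3* allele, and *HULK3* was covered by 304 reads in Col-0 and 331 in the triple mutant. The 260 bp at which *HUA2* overlaps AT5G23155 in the annotation could share reads between the 2 genes.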

The presence of coding sequence disruptions (*hua2*, *hulk1* and *hulk3* mutants; Figure S5), reduced expression observed using quantitative RT–PCR and RNA-Seq (all *hulk* alleles; Figures3, S5 and S6, and Tables S1 and S2), the recessive behavior of each allele in crosses (see below), and the similarity of phenotypes induced by T–DNAs versus amiRNAs (Figures S7 and S8) suggest that all the alleles included in our study are loss-of-function alleles; however, they may not all be null, and *hulk2* is likely hypomorphic (Figures S5 and S6).

**Figure 3:**
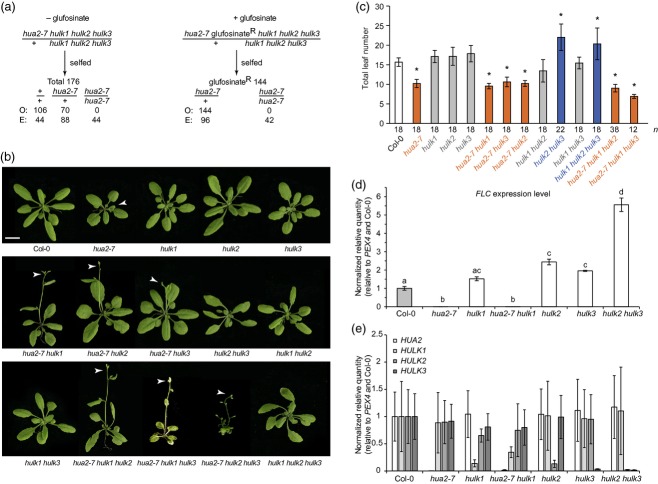
Genetic analysis of the quadruple *hulk* mutant, and phenotypes of single, double and triple *hulk* mutants.(a) Segregation analysis of *hua2–7*/*+ hulk1 hulk2 hulk3* progeny genotyped without glufosinate selection (left) and with glufosinate selection (right). ‘O’ and ‘E’ indicate the observed and expected numbers of plants of a given genotype, respectively.(b) Single, double and triple *hulk* mutants grown under a long-day photoperiod. Scale bar = 1 cm. All photographs are at the same magnification. Arrowheads indicate inflorescences.(c) Effect of *HULK* genes on flowering time. Flowering time is shown as the total leaf number ± sample standard deviation. The orange and blue bars indicate genotypes that flower earlier and later than Col–0, respectively (gray indicates no change). Asterisks indicate statistically significant differences in flowering time compared with Col–0 after correcting for multiple tests.(d, e) Expression levels of *FLC* (d) and *HULK* genes (e) in single and double mutants belonging to either the *HUA2*/*HULK1* or *HULK2*/*HULK3* clades. Values are means ± standard error for fold changes relative to Col–0 detected by quantitative RT–PCR (*n *=* *3). Different letters in (d) indicate HSD test groups at α = 0.05.

### *HULK* genes affect flowering time and are essential for normal development

To assess the roles of *HULK* genes during development, we characterized plants homozygous for single, double or triple *HULK* mutations. Although we attempted to create a quadruple mutant, we were unsuccessful. Analysis of the progeny of selfed *hua2–7*/*+ hulk1 hulk2 hulk3* plants that were selected for glufosinate resistance linked to the *hua2–7* allele resulted in the exclusive retrieval of plants heterozygous for *hua2–7* (Figure3a). Further, of 176 genotyped progeny of *hua2–7*/*+ hulk1 hulk2 hulk3* self-pollinated plants, none were homozygous for the *hua2–7* allele (Figure3a). This deviates significantly from the expected 1:2:1 ratio (χ^2^ = 135.045, *P *<* *0.0001), and *+*/*+ hulk1 hulk2 hulk3* plants were actually over-represented. It remains to be determined whether the inactivation of all *HULK* family members precludes gamete formation, fertilization, or development of the zygote.

Although the gene family is essential for development, substantial functional redundancy among *HULK* genes was apparent (Figure3b). Single and double mutant combinations displayed normal or near-normal plant morphology, with pronounced defects in shoot size and morphology apparent only in some triple mutants. We have previously shown that *hua2–7* mutants flower earlier than wild-type, as measured by the reduced number of rosette leaves initiated during vegetative development prior to the transition to flowering (Wang *et al*., 2007). To further assess the role of *HULK1–3* in the regulation of flowering time, we recorded the leaf number at flowering of wild-type and single, double and most triple mutants (Figure3c); the developmental abnormalities of *hua2–7 hulk2 hulk3* mutant plants and their frequent lethality prior to reaching the reproductive stage prevented analysis of the flowering time in this genotype. anova demonstrated a significant effect on flowering time for each *HULK* gene as a factor (*P *<* *4.3 × 10^−6^). We also found that the interaction term was highly significant (*P *< 10^−15^), indicating that the effect of the *HULK* genes on flowering time was non-additive (i.e. epistasis was apparent). Overall, the presence of *hua2–7* was sufficient to accelerate flowering in any mutant combination that was assessed for flowering time.

To examine the effects in specific contrasts, we performed pairwise comparisons among all genotypes included in our anova analysis. After adjusting *P* values using the Tukey–Kramer method to control for experiment-wide multiple testing, we found that eight genotypes differed significantly from wild-type in terms of flowering time (*P *< 10^−7^ in all cases; indicated by asterisks in Figure3c). All single, double and triple mutant combinations that lacked *HUA2* function flowered earlier by approximately five leaves. Although single mutants in *HULK1–3* did not differ significantly from wild-type in terms of flowering time in pairwise tests, two mutant combinations with wild-type *HUA2* activity, but lacking *HULK2* and *HULK3* function (*hulk2 hulk3* and *hulk1 hulk2 hulk3*), flowered later than wild-type by approximately five leaves.

Previous studies established that *HUA2* is required for maintaining expression of the floral repressor *FLC* (Poduska *et al*., 2003; Doyle *et al*., 2005; Wang *et al*., 2007). To examine whether *HULK* genes affect *FLC* expression, we determined *FLC* transcript levels in *hua2/hulk1* and *hulk2/hulk3* single and double mutants by quantitative RT–PCR. As shown in Figure3(d), *FLC* transcript levels correlated with the number of rosette leaves produced. For example, *FLC* levels were reduced in *hua2–7* and *hua2–7 hulk1* plants, but were increased in the *hulk2 hulk3* mutant. These data suggest that *HULK* genes have antagonistic effects on the regulation of flowering. To exclude the possibility that potential compensatory regulation among *HULK* genes may account for the antagonistic effects on flowering time and *FLC* expression, we determined the transcript levels for each *HULK* gene in single and clade-specific double mutant backgrounds. As shown in Figure3(e), mutation in any one of the *HULK* genes has no effect on expression of wild-type alleles of the remainder of the family members, indicating that *HUA2* and *HULK2*/*HULK3* act independently as a repressor or accelerators of flowering, respectively. However, the *hua2–7* allele is epistatic to other *hulk* alleles in terms of regulation of flowering time. The action of these loci is consistent with modulation of the expression of *FLC* (the flowering time master repressor). However, their mechanism(s) of action is (are) presently unknown.

### Unique and overlapping functions of individual *HULK* genes

Analysis of multiple *hulk* mutants revealed a complexity of unique and overlapping gene functions, which largely reflected the phylogenetic relationship of the *HULK* genes. Most developmental functions were redundantly performed by the two members within each clade, but overlapping functions across clades are indicated by further enhancement of certain traits in some triple mutants and the lethality of the quadruple mutant.

### Disruption of the *HUA2/HULK1* clade

Although there were no obvious changes in basic plant growth in *hua2–7 hulk1* plants, there were sporadic alterations in flower phyllotaxy (Figure4a) that were not seen in single *hua2–7* or *hulk1* mutants, but were previously reported in *hen2 hua2* plants (Western *et al*., 2002). Further, early flowers in *hua2–7 hulk1* plants were sterile, observed as undeveloped siliques due to asynchronous growth between stamens and pistils (Figure4a,b). When siliques with seed were produced, the seeds in *hua2–7 hulk1* plants, but not in *hua2–7* and *hulk1* single mutants, had disrupted development (Figure4c). For siliques collected from the middle of the inflorescence, the embryos of approximately 67% of seeds (*n *=* *185) showed developmental arrest at various stages relative to normally developing seed within the same silique and the corresponding wild-type (Figures4c and S7). A similar wide range of seed developmental arrest has been described previously for several mutants in genes required for normal seed development, such as *oma–1*, *fey–1* and *ila–1* (Johnston *et al*., 2007). In the case of *hua2–7 hulk1*, the defective embryo phenotype progressively diminished during reproductive development, such that siliques toward the top of the inflorescence appear normal. The embryo defects seen in *hua2–7 hulk1* plants were enhanced by loss of *HULK2* function. In *hua2–7 hulk1 hulk2* triple mutant plants, the defective embryo phenotype had high penetrance, and the plants uniformly showed earlier stages of seed arrest compared with phenotypes observed in *hua2–7 hulk1* plants. In siliques collected from the middle of the inflorescence, all seeds were translucent, with embryos that were arrested in early development, in contrast to normal seed development in *hulk2* and *hulk1 hulk2* plants (Figure4c). Inspection of the translucent seeds of both *hua2–7 hulk1* and *hua2–7 hulk1 hulk2* plants showed that embryos arrested in the globular to early heart stage of development (Figure4d). Individual embryo cells were of normal shape and had a normal cell-wall thickness, and incipient tissue layers and seedling organs were established in the expected locations. Instead, defects in mutant embryos appear to comprise heterogeneous and random changes in cell numbers in various parts of the embryo. In the context of characterized embryo-lethal mutants (Johnston *et al*., 2007; Meinke *et al*., 2008), such defects suggest that *HULK*s may affect cell proliferation either through its regulation or by providing a limiting metabolic compound.

**Figure 4:**
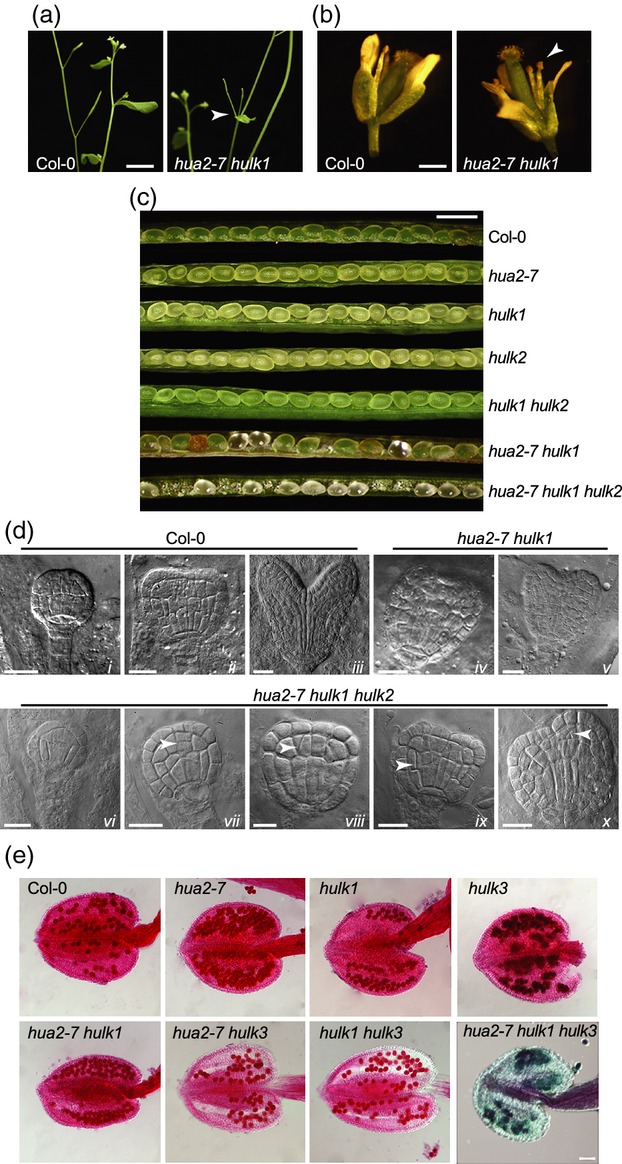
Morphological characterization of single, double and compound triple mutants lacking *hua2-7* and/or *hulk1* activities.(a) Adult Col–0 wild-type and *hua2–7 hulk1* plants. The arrowhead indicates a *hua2–7 hulk1* inflorescence with two undeveloped siliques at the stem node.(b) Col–0 wild-type and *hua2–7 hulk1* flowers. The stamens (arrowhead) are shorter than the stigma in mutant plants.(c) Col–0 and mutant siliques collected from the middle of the inflorescence.(d) Nomarski images of Col–0 embryos at the early globular, triangular and mid-heart stages (i, ii and iii, respectively), and arrested embryos in double mutant *hua2–7 hulk1* embryos (iv and v) and triple mutant *hua2–7 hulk1 hulk2* embryos (vi–x). Note the normal cell shape, even in very sensitive epidermal cells, and normal tissue layers and organ initiation in mutant embryos. Mutants may show variant cell numbers in diverse parts of the embryo (arrowheads).(e) Col–0 and mutant stamens stained with the Alexander stain. Viable pollen stains deep pink, while *hua2–7 hulk1 hulk3* pollen stains green/blue, indicating lack of viability. Scale bars = 1 cm (a), 1 mm (b), 20 μm (d) and 50 μm (e).

Although HULK2 and HULK3 share a high degree of protein sequence similarity, loss of *HULK3* function in the sensitized *hua2–7 hulk1* background resulted in a different phenotype relative to *hua2-7 hulk1 hulk2*. Triple mutant *hua2–7 hulk1 hulk3* plants were reduced in size with small leaves and only a few branches (Figure3b); additionally, these plants were entirely sterile due to pollen inviability (green/blue coloration as observed with the Alexander stain, see Figure4e), and triple mutant plants had to be derived from heterozygotes at the *HUA2* locus (i.e. *hua2–7*/*+ hulk1 hulk3* plants). Single mutant plants (*hua2–1*, *hulk1* and *hulk3*) and the double mutants *hua2–7 hulk1* and *hua2–7 hulk3* all showed normal pollen viability (Figure5e). Thus, *HUA2* and *HULK1* act redundantly to affect shoot phyllotaxy, stamen outgrowth in early flowers and embryo development. *HULK2* acts redundantly with *HUA2* and *HULK1* in embryo development, while *HULK3* function is required for pollen development in the *hua2–7 hulk1* mutant background.

**Figure 5:**
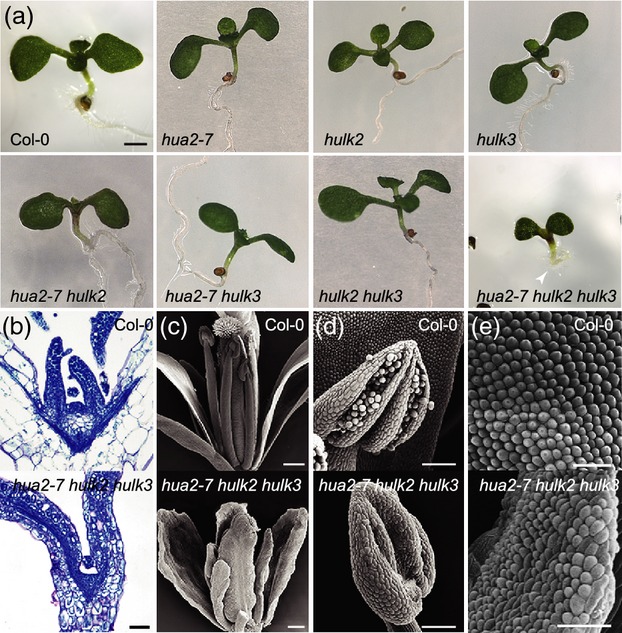
Morphological characterization of the *hua2–7 hulk2 hulk3* triple mutant.(a) Morphology of 9-day-old wild-type Col–0 and mutant seedlings. The arrowhead indicates roots with arrested development in the *hua2–7 hulk2 hulk3* mutant.(b) Longitudinal sections of 9-day-old wild-type Col–0 and *hua2–7 hulk2 hulk3* seedlings showing shoot meristem abnormalities in the mutant.(c) Scanning electron micrographs of Col–0 and *hua2–7 hulk2 hulk3* flowers.(d) Scanning electron micrographs of stamens of wild-type Col–0 and *hua2–7 hulk2 hulk3*.(e) Scanning electron micrographs of Col–0 petal cells and *hua2–7 hulk2 hulk3* petaloid stamen cells. Scale bars = 20 μm (b), 150 μm (c), 100 μm (d) and 50 μm (e).

### Disruption of the *HULK2/HULK3* clade

Loss of function of the *HULK2*/*HULK3* clade in *hulk2 hulk3* mutant plants resulted in normally developing but late-flowering plants (Figure3). Further loss of *HULK1* function in this sensitized background had no visible effect on plant development, and *hulk1 hulk2 hulk3* mutant plants recapitulated the late-flowering phenotype seen in *hulk2 hulk3* mutants (Figure3c). By contrast, the effect of loss of *HUA2* function in the *hulk2 hulk3* background was dramatic (Figure5). Triple *hua2–7 hulk2 hulk3* seedlings were smaller than wild-type and had aberrant root development (Figure5a). Few triple mutants survived on soil, and those that survived were stunted and often failed to induce reproductive development and bolt (Figure3b). As assessed by serial longitudinal sections of the vegetative meristem, *hua2–7 hulk2 hulk3* mutants had a flattened shoot apical meristem with an abnormal and reduced rib zone, as opposed to the wild-type shoot apical meristem with a high central dome on top of an expanded rib zone comprising well-defined large, round and lightly stained cells (Figure5b). In addition, mutants displayed randomly initiated and mis-shapen leaf primordia that developed into shoots with abnormal phyllotaxis and abnormal leaf shapes (Figure3b). When reproductive development was initiated in *hua2–7 hulk2 hulk3* plants, the reproductive tissues were abnormal, as assessed by scanning electron microscopy (Figure5c–e). Petals in early flowers were often absent and stamens were aberrant, showing sterility, failure to dehisce, and occasionally a petaloid morphology. Later flowers showed more defined stamen structures, although neither early nor late flowers produced fertile stamens. In early flowers, the gynoecium was mis-shapen with disorganized stigmatic hairs (Figure5c). Cross-pollination of flowers with wild-type pollen did not result in fertile siliques, suggesting aberrant pollen tube germination or guidance, development of defective female gametophytes, or development of defective integuments. Although there was a spectrum of severity in flower defects, none of the flowers displayed completely normal morphology, and this mutant line was maintained as a *hua2–7 hulk2 hulk3*/*+* stock. Thus, *HUA2* and *HULK1* have different effects in the *hulk2 hulk3* mutant background: while the function of *HULK1* seems dispensable, *HUA2* function is required redundantly with *HULK2* and *HULK3* for establishment of normal plant morphology.

### Expression profiling of *HULK* mutants

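Whole shoots of Col-0 seedlings and of the *hua2-7* single, *hua2-7 hulk1* double and *hua2-7 hulk1 hulk2* triple mutants were profiled with 2 libraries per genotype. Each library came from a separate pool of 20 seedlings, drawn from 9 pots per genotype that grew at 20 °C with 16 h of light and 8 h of darkness. All pools were collected 8 ± 0.5 h into the light period. The 2 pools of a genotype were collected together, and the paper's methods do not say that the genotypes were. Differences between genotypes may therefore include those of harvest moment within this window. Messenger RNA was purified from 35 µg of total RNA, and 4 barcoded libraries shared a lane of 78 bp single reads. The authors aligned the reads to TAIR10 with TopHat, counted them per gene and gave each of 33323 genes a value in reads per 1000000 mapped (RPM). Divided by the RPM of 1 read, estimated from the lowest values of each library, every value came to a whole number within 0.001 read. The read counts could thus be recovered. They summed to 3711654 and 3126286 reads in Col-0, to 2367426 and 3037877 in the single mutant, to 4355883 and 3999070 in the double mutant and to 3745621 and 3730250 in the triple mutant. Fold changes and tests came from limma on log2(RPM + 0.5), fitted to all 8 libraries with genotype as the factor and run on the 18661 genes with at least 1 RPM in at least 2 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05, and levels are given as mean RPM ± SD (n = 2 libraries). In simulated counts of the same depth, limma recovered 82, 84 and 85 of 100 genes changed 2-fold in the single, double and triple mutant comparisons. The changed genes were drawn only from genes well above the 1 RPM filter, so recovery of weak genes such as *FLC* was not measured. Where a group had no read, the fold is a lower bound, the pooled level of the other group (its reads over the mapped reads of both libraries) over that of 3 reads in the group. The bound covers counting error in the group without reads only and takes the level of the other group as exact. Gene lists were written after Tables S3 to S5 of the paper had been read, so their directions are not independent evidence. Of the 33323 gene identifiers, 32823 (98.5%) matched the reference annotation TAIR10.1, the source of the coordinates given here. The paper's text does not say whether reads were counted by strand, so reads in the overlap of 2 genes cannot be assigned to 1 of them.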

To further investigate the roles of *HULK* genes, we performed transcriptome profiling using Illumina RNA-Seq with biological replication for seedlings of Col–0, *hua2–7* single mutants, *hua2–7 hulk1* double mutants and *hua2–7 hulk1 hulk2* triple mutants grown at 20°C under long-day conditions (16 h light). To compare gene expression, we selected seedlings at similar developmental stages (emergence of the 4th true leaf) and used whole aerial shoot tissue for RNA preparation. 

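Transcripts of seed maturation genes stood high in replicate 2 of the *hua2-7 hulk1 hulk2* triple mutant. Summed over the 22 listed genes with a read, storage proteins, oleosins, LEA proteins and their regulators reached 116 RPM in that library and 15.0 RPM in replicate 1, and between 13.1 and 31.5 RPM in the 6 libraries of Col-0, *hua2-7* and *hua2-7 hulk1*. Isocitrate lyase (*ICL*, AT3G21720), an enzyme of the glyoxylate cycle that seedlings use while they live on stored oil, reached 43.2 RPM in replicate 2 and 1.33 RPM in replicate 1, against 0.909 ± 0.52 RPM (SD, n = 2) in Col-0. The 12S globulin gene *CRA1* (AT5G44120) was at 6.83 ± 8.15 RPM (SD, n = 2) in the triple mutant and at 0.404 ± 0.57 RPM, 3 reads, in Col-0. Of the 7 seed maturation genes tested, *CRA1* was higher in the triple mutant and none was lower, with the same count when adjusted over the list alone (camera, adjusted p = 0.0442, and adjusted p = 0.708 with an estimated correlation). In the single and double mutants none of the 7 was called by limma, edgeR or DESeq2, with 0 and 1 at an unadjusted limma p under 0.05 (camera, adjusted p = 0.581 and 0.897). Of 15 genes of the glyoxylate cycle and peroxisomal fatty acid breakdown, *ICL* was higher and none was lower in the triple mutant (1 higher and 1 lower when adjusted over the list alone), and camera called the list in no mutant (adjusted p = 0.581, 0.646 and 0.581). In the double mutant 1 of the 15 was lower, *PCK1* (AT4G37870), by a log2 fold change of -0.56 (limma, adjusted p = 0.000331), a call that was lost without Col-0 replicate 2 (adjusted p = 0.0541) and held under every other alternative (lowest adjusted p = 2.07e-05). In the single mutant none of the 15 was called by the 3 tools, with 2 at an unadjusted p under 0.05. The log2 fold changes of *CRA1* and *ICL* in the triple mutant were 2.49 and 2.72 (limma, adjusted p = 0.0471 and 0.0483), and without triple mutant replicate 2 their adjusted p was 0.789 and 0.92, the highest of 17 alternatives, and that of the seed list was 0.522 with the direction turned to lower. The adjusted p was 0.113 and 0.418 for *CRA1* and *ICL* without Col-0 replicate 1, 0.507 and 0.277 without Col-0 replicate 2, and 0.85 for the seed list without Col-0 replicate 2, the highest of its 18 alternatives. Both genes also lost their call with a pseudocount of 0.25 RPM (adjusted p = 0.0714 and 0.0891), no filter (0.294 and 0.426) and DESeq2 (0.2 and 0.691), *CRA1* with a replicate block (0.062) and *ICL* with median-of-ratios factors (0.0502).

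**Figure D1:**
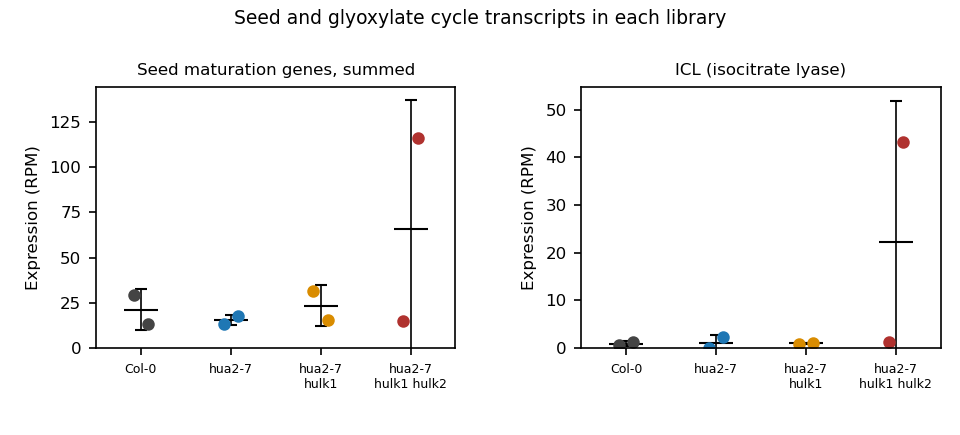
Levels in RPM of seed and glyoxylate cycle transcripts in each library, with points for libraries, a horizontal bar for the mean of a genotype and error bars for the SD (n = 2). The highest point of *ICL*, at 43.2 RPM, belongs to replicate 2 of the triple mutant.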

For the triple mutant, only a subset of progeny were collected owing to reduced germination and developmental asynchrony, an inherent experimental limitation that potentially biased the resultant triple mutant transcriptome profiles toward wild-type. By aligning resulting RNA-Seq reads to the Arabidopsis genome, we calculated normalized expression levels for all genes in the latest annotation (TAIR10, http://www.arabidopsis.org/). 

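The recovered reads came to a mean of 3509258 per library. Abundant transcripts were therefore counted many times over and weak ones only a few times. The light-harvesting gene *LHCA1* had 42819 reads over the 2 Col-0 libraries, the ubiquitin gene *UBQ10* 6532 and the actin gene *ACT2* 3162. Among floral repressors, *MAF1* had 75 reads and *FLC* 19. A single read corresponded to 0.230 RPM in replicate 1 of the double mutant and to 0.422 RPM in replicate 1 of the *hua2-7* single mutant, the deepest and the shallowest library. A gene with 0 reads could thus have a level of up to 0.689 to 1.27 RPM, depending on the library, a limit that covers counting error only because reads without molecular identifiers are not independent molecules.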

On average, we aligned 3.5 million 78 bp reads per replicate (Table S1). 

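Transcript levels of the 2 replicates of a genotype lay close together for the abundant reference genes *ACT2* and *UBQ10*. Another abundant gene, *LOX2*, was at 1830 and 1163 RPM in the 2 double mutant libraries. *ACT2* (AT3G18780) was at 462 ± 2.77 RPM in Col-0, 489 ± 29.5 in the single mutant, 496 ± 12.2 in the double mutant and 497 ± 3.47 in the triple mutant (SD, n = 2). *UBQ10* (AT4G05320) was at 958 ± 49.8, 898 ± 32.4, 898 ± 18.9 and 877 ± 95.4 RPM in the same order. None of the 5 reference genes tested was called in any mutant by limma, edgeR or DESeq2, and none had an unadjusted limma p under 0.05 (camera, adjusted p = 0.845, 0.964 and 0.826). Some inducible genes differed between the 2 Col-0 pools: the vegetative storage protein gene *VSP1* was at 20.7 ± 17.6 RPM, the senescence gene *SAG13* at 20.0 ± 18.3 and the drought-inducible *RD20* at 16.5 ± 14.3. Across genes with at least 5 reads, which are not independent replicates, the squared Pearson correlation of RPM was 0.998 in Col-0 (17890 genes), 0.998 in *hua2-7* (17440), 0.990 in *hua2-7 hulk1* (18258) and 0.997 in *hua2-7 hulk1 hulk2* (18171). Between replicates the counts varied by 1.27 times what counting alone gives in the single mutant, the lowest of the 4 genotypes, to 1.87 times in the double mutant, the highest (chi-square per degree of freedom).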

In every case, the Pearson *R*^2^ value for coding gene expression levels between biological replicates exceeded 0.99 (Figure S9). 

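With at least 5 reads as the limit, 17410 genes per library were expressed in Col-0, 16890.5 in the *hua2-7* single mutant, 17835 in the *hua2-7 hulk1* double mutant and 17672.5 in the *hua2-7 hulk1 hulk2* triple mutant (means of 2 libraries). The lowest library was replicate 1 of the single mutant with 16618 genes and the highest replicate 1 of the double mutant with 17915, which are also the shallowest and the deepest library. Over the 8 libraries the mean was 17452 genes. Genes that reached 5 reads in both libraries of their genotype numbered 16930, 16341, 17412 and 17174, and 18538, 18067, 18895 and 18803 reached it in the sum of both. All 4 *HULK* genes were above this limit in Col-0, whereas *FLC* had no read in any mutant library and the malate synthase gene *MLS* had 1 read in Col-0.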

On average, approximately 17 400 genes per genotype were found to be expressed (five or more reads mapped), a finding similar to that reported in an experimentally comparable study that used seedlings of wild accessions (Table S2) (Gan *et al*., 2011).

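The fewest genes were called in the *hua2-7* single mutant and the most in the *hua2-7 hulk1* double mutant. This order is also that of depth, with 5405303, 8354953 and 7475871 reads in the single, double and triple mutants. With every library thinned to 2367426 reads, a mean of 743.7 genes was called in the double mutant over 10 sets. The paper warns that collecting only part of the triple mutant progeny may have pulled its profile toward wild-type. In the single mutant 48 genes were higher and 64 lower than in Col-0, in the double mutant 640 and 418, and in the *hua2-7 hulk1 hulk2* triple mutant 173 and 168 (limma, adjusted p below 0.05). These are 112, 1058 and 341 of 18661 genes tested, and 2060, 3316 and 2411 had an unadjusted p under 0.05. *HUA2* and the floral repressor genes *TEM1* and *TEM2* were lower in all 3 mutants, and the defence gene *PR1* was lower in the single mutant and higher in the double and triple mutants, while with no filter the single mutant calls of *TEM1* and *PR1* and the triple mutant call of *PR1* were lost (adjusted p = 0.0542, 0.0919 and 0.0792, each the highest of 18 alternatives, from 1.08e-05, 4.69e-12 and 1.4e-16). *MAF1*, a relative of *FLC*, was called in the double mutant and *HULK2* in the triple mutant. No filter gave 15, 367 and 38 genes, DESeq2 27, 386 and 91, and a fit of only the groups compared 620 in the triple mutant. TMM factors turned the direction in the double mutant, to 292 higher and 583 lower genes, and gave 105 and 260 in the triple mutant. Median-of-ratios factors gave 296 and 574 in the double and 108 and 240 in the triple mutant. Leaving out Col-0 replicate 1 gave 46, 440 and 102 genes, and leaving out Col-0 replicate 2 gave 32, 362 and 78. The double mutant had 486 and 569 genes without its own replicate 1 or 2, and the triple mutant 181 and 114.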

We identified genes with differential expression compared to wild-type (Col–0) using the DESeq package (Anders and Huber, 2010), and detected 106, 822 and 317 genes in the single, double and triple mutants, respectively, at a false discovery rate of 0.05 (see Experimental Procedures). Among these, genes with reduced expression relative to wild-type were observed more often (Fisher's exact test, *P *<* *0.05 in each comparison). However, the majority of differently expressed genes had low fold changes, and only 53/106, 235/822 and 124/317 differentially expressed genes were more than twofold up- or down-regulated in the single, double and triple mutants, respectively (Table S3). 

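Lower genes made up 57.1% of the differentially expressed genes in the *hua2-7* single mutant, 39.5% in the *hua2-7 hulk1* double mutant and 49.3% in the *hua2-7 hulk1 hulk2* triple mutant on the RPM scale. Among the genes that were not called, 46.7%, 37.9% and 42.4% had a negative fold change, so the lower share exceeded theirs in the single mutant (Fisher's exact test, two-sided p = 0.0291) and the triple mutant (p = 0.0128) and was not shown to differ in the double mutant (p = 0.297). Genes are not independent replicates, so these p-values describe the libraries at hand and not the spread between plants. By Fisher's exact test the single mutant missed the threshold with no filter (53.3%, p = 1), only the groups compared (56.8%, p = 0.0507) and DESeq2 (63.0%, p = 0.248), in a range of p from 4.83e-09 to 1 over 18 alternatives, while the double mutant passed it with no filter (49.1%), TMM or median-of-ratios factors, edgeR (65.1%) and DESeq2 (78.5%). With libraries scaled by TMM factors the lower shares were 65.3%, 66.6% and 71.2%, and with median-of-ratios factors 64.2%, 66.0% and 69.0%. The 100 genes with the highest mean RPM over all 8 libraries took 29.1% of the reads in Col-0, 28.4% in the single mutant, 26.0% in the double mutant and 27% in the triple mutant. The single mutant's lower share was 52.2% without Col-0 replicate 1, 46.9% without Col-0 replicate 2 and 54.0% without triple mutant replicate 2, none past the test's threshold, and neither was the triple mutant's at 51.0% and 53.9% without either Col-0 replicate. The double mutant's share passed the threshold at 45.9% without Col-0 replicate 2, 52.1% without its own replicate 1 and 48.7% without its replicate 2.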

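Changes of more than 2-fold were found for 48 genes in the *hua2-7* single mutant, 182 in the *hua2-7 hulk1* double mutant and 89 in the *hua2-7 hulk1 hulk2* triple mutant, or 42.9%, 17.2% and 26.1% of the differentially expressed genes. Of these, 35, 94 and 55 genes were lower and 13, 88 and 34 were higher than in Col-0. The median absolute log2 fold change of the differentially expressed genes was 0.82, 0.51 and 0.61. *LHCA1* (AT3G54890), an antenna protein gene of photosystem I, is among the modest changes, with 6253 ± 145 RPM (SD, n = 2) in Col-0 and 4449 ± 3.32 RPM in the double mutant. *LOX2* (AT3G45140), a lipoxygenase gene of jasmonate synthesis, was at 925 ± 26.6 RPM in Col-0 and 1497 ± 472 RPM in the double mutant (log2 fold change 0.66, limma, adjusted p = 1.21e-05), a call that was lost with no filter (0.0671) and with DESeq2 (0.199, the highest of 18 alternatives, the lowest being 2.22e-13). The disease resistance gene *TAO1* (AT5G44510), in contrast, was 10.5-fold lower in the double mutant, at 1.54 ± 0.41 RPM against 16.1 ± 3.84 RPM in Col-0 (limma, adjusted p = 4.08e-10). With no filter 11, 99 and 25 genes were above 2-fold, and with DESeq2 13, 89 and 32. Counts above 2-fold were 31 and 20 in the single mutant without Col-0 replicate 1 or 2 and 81 without its own replicate 2, and in the double mutant 113 without Col-0 replicate 2 and 109 without its own replicate 1. In the triple mutant they were 57 and 45 without Col-0 replicate 1 or 2 and 59 without its own replicate 2.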

Although most differentially expressed genes showed only modest fold changes, *FLC* was either the most strongly down-regulated gene, or one of the most strongly down-regulated genes, in the single, double and triple mutants (Figure6 and Tables S2 and S3). Thus, compared to all genes, the extent to which *FLC* is down-regulated in mutant combinations lacking *hua2* function is exceptional, and is associated with the uniformly early-flowering phenotype in the various mutants (Figure3). In addition to *FLC*, several other genes with known roles in flowering time regulation displayed decreased expression levels, such as *MAF1* in double and triple mutants, and *TEM1* and *TEM2* in single, double and triple mutants (Table S2).

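No read of the floral repressor gene *FLC* (AT5G10140, chromosome 5 of TAIR10.1 from 3173382 to 3179448) was found in the 6 libraries of the 3 mutants. In Col-0 it was at 2.71 ± 1.12 RPM (SD, n = 2), from the few reads that the depth allows. From its 19 reads pooled over both Col-0 libraries, *FLC* was at least 5.01-fold lower in the single mutant, at least 7.74-fold lower in the double mutant and at least 6.92-fold lower in the triple mutant. These bounds cover counting error in the mutants only and take the pooled Col-0 level as exact. In the 2 Col-0 libraries *FLC* was at 3.50 and 1.92 RPM. Its fitted log2 fold change was -2.64 (standard error 0.69) in each mutant, a value that depends on the 0.5 RPM added before taking logarithms. The adjusted p from limma was 0.0154 in the double mutant and 0.0346 in the triple mutant, and 0.0628 in the single mutant, which misses the threshold but passed with a pseudocount of 1 RPM (0.0282), no filter (0.0209), only the groups compared (0.0358) and edgeR (0.0282), 4 of 16 alternatives (0.0209 to 0.428). The neighbouring gene AT5G10150, with 17.5 RPM in Col-0, was not called in any mutant. In the double mutant the adjusted p was 0.202 and 0.0747 without Col-0 replicate 1 or 2 and 0.0998 and 0.0921 without the mutant's own replicate 1 or 2 (0.000615 to 0.202 over 16 alternatives). In the triple mutant it was 0.325 and 0.165 without Col-0 replicate 1 or 2, 0.144 and 0.186 without the mutant's own, 0.0831 with 0.25 RPM added and 0.281 with DESeq2 (0.00204 to 0.325 over 17 alternatives).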

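Ranked by fitted log2 fold change among all 18661 genes, *FLC* was at place 4 from the bottom in the *hua2-7* single mutant, at place 6 in the *hua2-7 hulk1* double mutant and at place 2 in the *hua2-7 hulk1 hulk2* triple mutant. Lower than *FLC* in the single mutant were *MRD1*, *HEI10* and the cation exchanger gene *CAX3*. *CAX3* (AT3G51860) was at 3.59 ± 1.01 RPM (SD, n = 2) in Col-0 and had 1 read in the single mutant (limma, adjusted p = 0.00331, 0.141 and 0.0593 without Col-0 replicate 1 or 2, 0.118 with no filter and 1 with DESeq2, in a range from 0.00145 over 18 alternatives). Lower in the double mutant were AT4G04410, *MAF1*, *HUA2*, *TAO1* and the proton pump gene *HA8*. *HA8* (AT3G42640) went from 10.3 ± 1.86 to 0.834 ± 0.12 RPM, 12.3-fold lower (limma, adjusted p = 2.17e-06). In the triple mutant only AT2G30230 was lower, at 1.61 ± 0.76 RPM against 12.9 ± 2.18 in Col-0, 8.00-fold (limma, adjusted p = 2.31e-06). A place set by a gene without reads depends on the value added before taking logarithms. From the place of *FLC* among the down-regulated genes, the paper concludes that its reduction is exceptional in mutants without *HUA2* function and associates it with their uniformly early flowering (Fig. 3).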

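The floral repressor genes *MAF1*, *TEM1* and *TEM2* stood below Col-0 in each mutant, to differing degrees. *MAF1* (AT1G77080), of the *FLC* clade of MADS-box genes, fell from 11.1 ± 1.55 RPM (SD, n = 2) in Col-0 to 0.480 ± 0.03 RPM, 4 reads, in the *hua2-7 hulk1* double mutant, 23.1-fold lower (log2 fold change -3.56, limma, adjusted p = 2.32e-09). In the *hua2-7* single mutant it was at 5.26 ± 0.92 RPM (adjusted p = 0.248) and in the *hua2-7 hulk1 hulk2* triple mutant at 4.55 ± 1.12 RPM (adjusted p = 0.0717), neither past limma's threshold, although the triple mutant passed with a pseudocount of 1 RPM (0.0441), only the groups compared (0.00357), edgeR (0.00692) and without single mutant replicate 2 (0.0474), in a range of 0.00357 to 0.512 over 18 alternatives. Its level in the triple mutant was 9.48-fold higher than in the double mutant (limma, adjusted p = 5.92e-05). *TEM1* (AT1G25560), an AP2/B3 repressor of *FT*, fell from 34.1 ± 2.47 RPM to 13.7 ± 2.58, 15.7 ± 3.32 and 12.3 ± 0.72 RPM in the single, double and triple mutants, 2.50-, 2.18- and 2.77-fold lower (limma, adjusted p = 6.39e-05, 0.000161 and 7.29e-06), and the call in the single mutant was lost with no filter (0.0542, the highest of 18 alternatives, the lowest being 1.08e-05). Its paralog *TEM2* (AT1G68840) fell from 42.1 ± 8.82 RPM to 14.3 ± 0.68, 6.46 ± 0.05 and 9.37 ± 1.92 RPM, 2.94-, 6.51- and 4.49-fold lower (limma, adjusted p = 2.33e-05, 1.19e-11 and 1.37e-08). *TEM2* was lower in the double than in the single mutant (log2 fold change -1.09, limma, adjusted p = 0.0011). Of 5 tested genes of the *FLC* clade, a list not independent of the paper's tables, 0, 2 and 1 were lower in the single, double and triple mutants and none was higher, or 2, 2 and 2 lower when adjusted over the list alone (camera, adjusted p = 0.00314, 0.000652 and 0.00238, and adjusted p = 0.141, 0.115 and 0.136 with an estimated correlation). In the single mutant 3 of the 5 were lower at an unadjusted limma p under 0.05, edgeR called 1 of them and DESeq2 none. Of 39 other flowering-time genes, 2, 2 and 2 were lower, *TEM1* and *TEM2*, and 0, 2 and 1 were higher, or 1, 6 and 2 higher and 2, 2 and 2 lower when adjusted over the list alone (camera, adjusted p = 0.882, 0.953 and 0.581). The higher calls were lost in the double and triple mutants with TMM factors (adjusted p = 0.0612 for *SOC1* in the double and 0.0609 for *FPA* in the triple mutant), median-of-ratios factors (0.0603 and 0.0565), no filter (0.0715 and 0.114) and DESeq2 (0.511 and 0.725, the highest of 18 alternatives, from 0.0135 and 0.0149). The camera call of the *FLC* clade in the single mutant was lost without that mutant's replicate 2 (adjusted p = 0.0553) and with a filter of 3 RPM (0.114, the highest of 18 alternatives, the lowest being 0.000112), as was that in the triple mutant with this filter (0.103, the highest of 18, the lowest being 0.000259). Without Col-0 replicate 1, without Col-0 replicate 2 or without either replicate of the mutant itself, 1 gene of the *FLC* clade was lower in the double mutant and 0 in the triple mutant, and the higher flowering-time genes numbered 0 in each case but 1 in the double mutant without its replicate 1 (0 in the triple mutant), while 2 clade genes were lower in the triple mutant without single mutant replicate 2 and 3 flowering-time genes higher in the double mutant without either single mutant replicate.

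**Figure D2:**
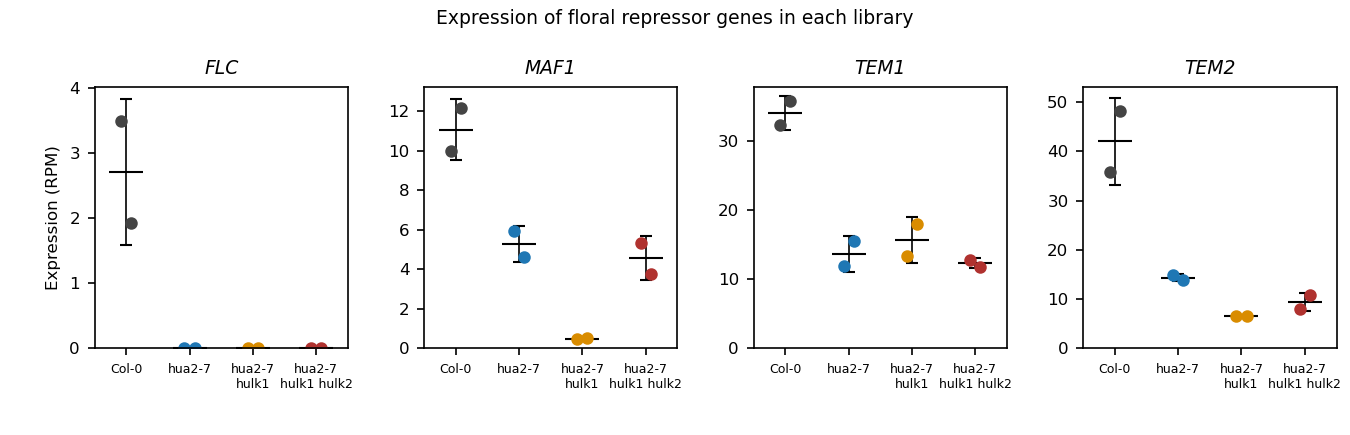
Levels in RPM of *FLC*, *MAF1*, *TEM1* and *TEM2* in each genotype, with points for libraries, a horizontal bar for the mean and error bars for the SD (n = 2). *FLC* lies at 0 RPM in all 6 mutant libraries and *MAF1* at 0.480 RPM in the double mutant.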

**Figure 6:**
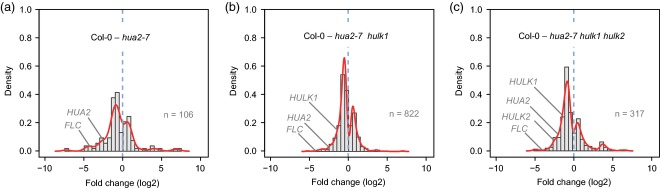
Analysis of differential gene expression in mutant combinations. Histograms of fold changes for genes differentially expressed between Col–0 and the *hua2–7* single mutant (a), the *hua2–7 hulk1* double mutant (b), and the *hua2–7 hulk1 hulk2* triple mutant (c). For each comparison, the number (*n*) of differentially expressed genes is shown (false discovery rate of 5%). In all cases, *HULK* genes and *FLC* are indicated if they were detected as differentially expressed in a given comparison. To facilitate display, red lines show smoothed densities.

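Genes other than the *HULK* genes and *FLC* also changed in the *hua2-7* single mutant. *MRD1* (AT1G53480) had 22.2 ± 1.65 RPM (SD, n = 2) in Col-0 and no read in the single mutant, at least 39.8-fold lower (limma, adjusted p = 2.06e-18). *HEI10* (AT1G53490), a RING protein gene of meiotic crossing over that overlaps *MRD1* by 1446 bp on the opposite strand, went from 21.1 ± 1.32 to 2.68 ± 3.19 RPM (limma, adjusted p = 1.23e-07, lost with no filter at 0.129, the highest of 18 alternatives from 1.09e-20), and reads in the overlap cannot be assigned to either gene. AT1G26665 went from 7.85 ± 0.70 to 0.963 ± 0.43 RPM in the single mutant, 8.16-fold lower (limma, adjusted p = 1.54e-06). It was at 10.1 and 10.5 RPM in the double mutant libraries and at 9.34 and 7.24 RPM in those of the triple mutant. Both of these mutants carry the same *hua2-7* allele. AT5G19740 rose in the single mutant from 2.04 ± 0.17 to 11.9 ± 2.87 RPM, 5.85-fold (limma, adjusted p = 4.89e-06). The thionin gene *THI2.2* (AT5G36910) rose there from 28.5 ± 0.48 to 69.0 ± 2.16 RPM, 2.42-fold (limma, adjusted p = 4.78e-08). In the *hua2-7 hulk1* double mutant AT1G67105 rose from 1.34 ± 0.37 to 29.7 ± 7.55 RPM, 22.2-fold (limma, adjusted p = 1.28e-07). AT5G35480 rose 5.18-fold, from 4.38 ± 2.57 to 22.7 ± 1.54 RPM (limma, adjusted p = 6.97e-08), and AT4G04293 7.04-fold (limma, adjusted p = 7.72e-07). AT4G04410 fell to 2 reads in the double mutant, from 8.55 ± 1.24 to 0.230 ± 0.32 RPM (log2 fold change -3.70, limma, adjusted p = 1.56e-08). In the *hua2-7 hulk1 hulk2* triple mutant the orphan gene *QQS*, a regulator of starch content, rose from 1.02 ± 0.08 to 14.3 ± 3.26 RPM, 14.1-fold (limma, adjusted p = 5.7e-06). AT2G04460 rose 15.9-fold, from 0.564 ± 0.35 to 8.96 ± 0.54 RPM (limma, adjusted p = 8.29e-06), and was 8.52-fold higher in the double mutant (limma, adjusted p = 0.000404).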

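Of 25 tested genes that respond quickly to touch, wounding and stress, 4, 6 and 9 were lower in the *hua2-7* single, *hua2-7 hulk1* double and *hua2-7 hulk1 hulk2* triple mutants, and of 27 genes of salicylic acid defence 6 were lower in the single mutant and 9 higher in the double mutant, but neither list passed camera with an estimated correlation (adjusted p = 0.135, 0.0816 and 0.0761 for the first, 0.0761 and 0.15 for the second). The deadenylase gene *CAF1a* (AT3G44260) fell from 20.6 ± 6.21 RPM (SD, n = 2) in Col-0 to 5.51 and 2.50 RPM in the 2 double mutant libraries and 4.82 ± 0.01 in the triple mutant, 5.13- and 4.27-fold (limma, adjusted p = 5.17e-07 and 3.32e-05, the second lost with no filter at 0.0676, the highest of 18 alternatives from 3.55e-10). The mitochondrial carrier gene *DIC2* (AT4G24570) fell from 25.7 ± 4.35 to 6.80 ± 0.77 and 6.56 ± 0.59 RPM in the same 2 mutants (limma, adjusted p = 7.72e-07 and 2.03e-06). The defence marker *PR1* (AT2G14610) was at 25.8 ± 4.16 RPM in Col-0, 2.95-fold lower in the single mutant at 8.76 ± 3.43, 4.86-fold higher in the double mutant at 126 ± 39.0 and 2.65-fold higher in the triple mutant at 68.4 ± 3.79 RPM (limma, adjusted p = 2.66e-07, 6.59e-12 and 2.38e-06), and with no filter the calls in the single and triple mutants were lost (0.0919 and 0.0792, each the highest of 18 alternatives, from 4.69e-12 and 1.4e-16). The Rubisco small subunit gene *RBCS2B* (AT5G38420) fell 2.76-fold in the double mutant, from 900 ± 47.6 to 325 and 327 RPM in its 2 libraries (limma, adjusted p = 5.87e-17), although near-identical copies of the family can exchange reads. The evening genes *COR27* (AT5G42900) and *PRR3* (AT5G60100) rose 3.34- and 2.31-fold in the double mutant, to 15.1 ± 0.91 and 31.3 ± 4.71 RPM (limma, adjusted p = 6.38e-05 and 1.38e-05). For clock genes and for touch, wound and stress genes, genotype cannot be told apart from harvest moment within the collection window.

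Lists were tested over 51 combinations of list and mutant, and a camera adjusted p with an estimated correlation follows each call. Of 25 touch, wound and stress genes, 4, 6 and 9 were lower and 1, 0 and 0 higher in the single, double and triple mutants, or 9, 8 and 13 lower and 1, 0 and 1 higher when adjusted over the list alone (camera, adjusted p = 7.93e-08, 1.23e-12 and 3.72e-18, and adjusted p = 0.135, 0.0816 and 0.0761 with an estimated correlation). Of 27 salicylic acid genes, 6 were lower in the single mutant, 9 higher in the double mutant and 3 higher in the triple mutant, with the same counts when adjusted over the list alone (camera, adjusted p = 2.08e-10, 0.000734 and 0.21, and adjusted p = 0.0761 and 0.15 for the first 2 with an estimated correlation). Of 22 jasmonate genes, 2, 2 and 3 were lower and 0, 5 and 0 higher, or 2, 4 and 9 lower and 1, 6 and 0 higher when adjusted over the list alone, and camera called the list lower in the triple mutant (adjusted p = 7.93e-08, and adjusted p = 0.15 with an estimated correlation) but not in the others (adjusted p = 0.82 and 0.21). Of 25 light-harvesting and Rubisco small subunit genes, 0, 19 and 9 were lower and none higher, or 3, 22 and 19 lower when adjusted over the list alone (camera, adjusted p = 0.021, 1.05e-39 and 6.3e-24, and adjusted p = 0.403, 0.0501 and 0.053 with an estimated correlation). In the single mutant 6 of these were lower at an unadjusted limma p under 0.05, edgeR called 2 and DESeq2 none, and the list's call was lost without Col-0 replicate 1 or without either single mutant replicate (adjusted p = 0.159, 0.0967 and 0.0655), and with no filter (0.101), over a range of 9.66e-06 to 0.159 in 18 alternatives, while its median log2 fold change was 0.00 and its mean -0.05. Of 23 clock genes, 9 were higher and none lower in the double mutant, or 10 higher and 3 lower when adjusted over the list alone (camera, adjusted p = 0.00314, and adjusted p = 0.107 with an estimated correlation), and 1 was higher in the triple mutant (camera, adjusted p = 0.964). In the single mutant no clock gene was called by the 3 tools, 6 had an unadjusted limma p under 0.05, and 1 was higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.581). Of 20 abscisic acid and dehydration genes, 1 was higher and 1 lower in the double mutant and none was called by limma in the others, where 2 and 8 had an unadjusted p under 0.05, edgeR called 1 and 3 and DESeq2 none, with 1 and 1, 1 and 1, and 1 and 4 higher and lower when adjusted over the list alone (camera, adjusted p = 0.581, 0.581 and 0.0985). Of 14 floral meristem and organ identity genes only 4 were high enough to be tested, and none was called by the 3 tools in any mutant. In the triple mutant 1 of the 4 was lower at an unadjusted limma p under 0.05 (camera, adjusted p = 0.573, 0.947 and 0.706 in the 3 mutants). The broader GO terms of reproductive development were not tested here. With no filter, lower touch, wound and stress genes numbered 0, 4 and 2 in the 3 mutants, lower salicylic acid genes 0 in the single mutant and higher ones 3 and 0 in the double and triple mutants, lower jasmonate genes 0 in each and higher ones 1 in the double mutant, lower light-harvesting and Rubisco genes 8 and 0 in the double and triple mutants, and higher clock genes 6 in the double mutant. DESeq2 gave 0, 6 and 6, 1, 2 and 1, 0 and 2, 22 and 10, and 4 for the same, and TMM factors, median-of-ratios factors and edgeR gave 14, 13 and 18 lower light-harvesting and Rubisco genes in the triple mutant. Without Col-0 replicate 1, lower light-harvesting and Rubisco genes numbered 9 and 2 in the double and triple mutants, higher salicylic acid genes 4 and higher clock genes 5 in the double mutant, and lower salicylic acid genes 4 in the single mutant. Without Col-0 replicate 2 these numbers were 10, 2, 7, 7 and 2, and lower touch, wound and stress genes numbered 0, 4 and 4 in the 3 mutants. Clock genes higher in the double mutant numbered 4 without its replicate 2, lower light-harvesting and Rubisco genes in the triple mutant 5 and 3 without its replicate 1 or 2 and 14 without either double mutant replicate, and lower touch, wound and stress genes 4 in the triple mutant without its replicate 1 and 2 in the single mutant without its replicate 2. The higher clock gene of the triple mutant, *PRR3*, was not called without any 1 of the Col-0, double mutant and triple mutant libraries, nor with TMM factors (adjusted p = 0.0724), median-of-ratios factors (0.068), edgeR (0.103), DESeq2 (0.933), no filter (0.19), a pseudocount of 0.25 RPM (0.0504) or a replicate block (0.0549), in a range of 0.0273 to 0.933 over 18 alternatives. Higher salicylic acid genes there numbered 2 without Col-0 replicate 1 or either triple mutant replicate. Jasmonate genes called lower numbered 0 in the single mutant without either Col-0 replicate and 1 without single mutant replicate 1, 0 in the double mutant without either Col-0 replicate or its replicate 2 and 1 without its replicate 1, where 1 was higher, and 0, 2, 6, 6, 2 and 2 in the triple mutant without Col-0 replicate 1 or 2, either single mutant replicate or either triple mutant replicate. Without Col-0 replicate 2, 3 jasmonate genes were higher in the double mutant, and abscisic acid genes there numbered 0 higher and 2 lower, against 0 and 0 without Col-0 replicate 1 or double mutant replicate 1 and 1 and 0 without double mutant replicate 2.

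**Figure D3:**
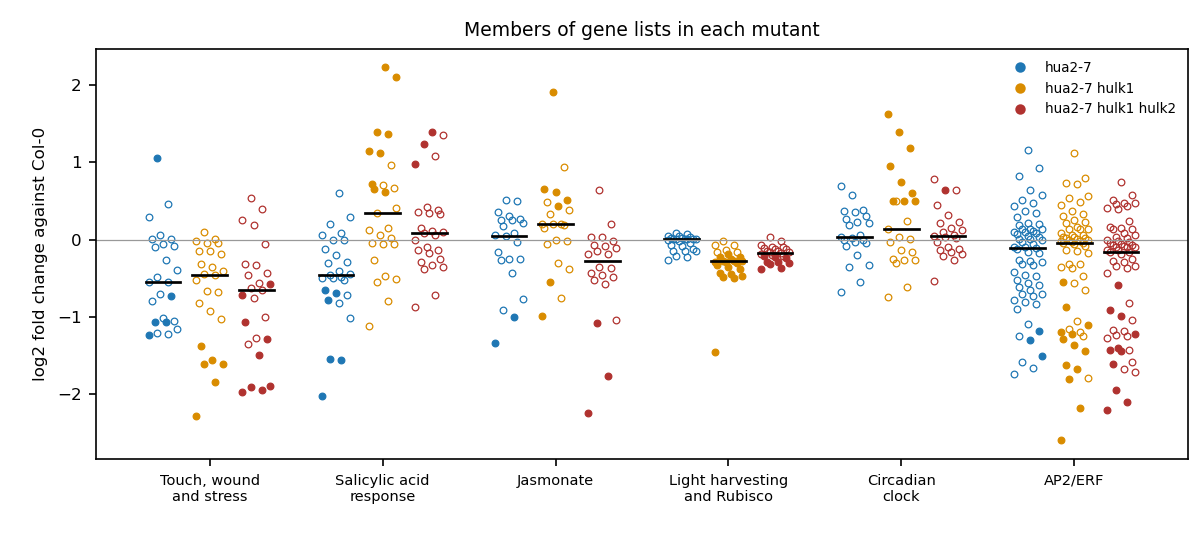
Log2 fold change of each tested member of 6 gene lists against Col-0 in the single, double and triple mutants, with filled points for genes at an adjusted p below 0.05, open points for the others and a black bar for the median of the list. The median of the light-harvesting and Rubisco list lies at -0.28 in the double mutant and at -0.18 in the triple mutant, and that of the touch, wound and stress list at -0.55, -0.46 and -0.66 in the 3 mutants.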

Gene ontology (GO) enrichment analysis of differentially expressed genes showed an over-representation of genes associated with responses to biotic and abiotic stimuli, and reproductive and post-embryonic development, as well as transcription factor or DNA- binding activities. 

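The differentially expressed genes themselves were shared between mutants, in the same direction, more often than independent lists of their size would share them. The single and double mutants shared 29 higher and 24 lower genes, where independent lists would share 1.65 and 1.43. The single and triple mutants shared 18 and 19 genes (0.445 and 0.576), and the double and triple mutants 97 and 115 (5.93 and 3.76). Genes lower in all 3 included *HUA2*, *TEM1* and *TEM2*, and genes higher in all 3 included AT5G35935. The call of *TEM1* in the single mutant was lost with no filter (adjusted p = 0.0542, the highest of 18 alternatives, the lowest being 1.08e-05). All 3 comparisons use the same 2 Col-0 libraries, which in counts simulated without any change gave the fold changes of the 3 pairs a correlation of 0.492, 0.479 and 0.539, against 0.487, 0.478 and 0.629 in the data, with covariances of 0.0425, 0.0423 and 0.0425 against 0.0686, 0.0620 and 0.0867. With a different Col-0 replicate as control for each mutant of a pair, a test chosen after seeing the data, the 3 pairs shared 12 or 16, 8 or 11 and 46 or 39 genes in the same direction, depending on which replicate went with which mutant, and 2 or 6, 1 or 2 and 0 in opposite directions. Independent lists would share fewer than 1 gene in the same direction in each case, and the fold changes then had a correlation of 0.130 or 0.142, 0.0916 or 0.122 and 0.228 or 0.248, so part of the overlap above may come from the shared controls. No filter left 10, 5 and 30 shared genes and DESeq2 13, 10 and 74, and with only the groups compared the double and triple mutants shared 338. Without Col-0 replicate 1 the shared genes of the 3 pairs numbered 27, 18 and 75 and without replicate 2 they numbered 17, 11 and 53, while the single and double mutants shared 34 without single mutant replicate 1, and the double and triple mutants 120 and 89 without triple mutant replicate 1 or 2.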

Table S4 provides a complete list of enriched GO terms and associated genes; the top 20 GO functional categories in each mutant showed a strong overlap (Figure S10). The diversity of GO categories may reflect the pleiotropic nature of the double and triple *hulk* mutant combinations. 

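*IBM1* (AT3G07610), a histone demethylase gene, fell from 22.4 ± 2.71 RPM (SD, n = 2) in Col-0 to 9.46 ± 0.06 RPM in the *hua2-7 hulk1* double mutant, 2.37-fold (limma, adjusted p = 8.6e-05). It was at 13.1 ± 0.58 RPM in the *hua2-7* single mutant and 15.1 ± 0.99 RPM in the *hua2-7 hulk1 hulk2* triple mutant, neither past the threshold (limma, adjusted p = 0.0784 and 0.185), and only edgeR called the single mutant (0.0498, the lowest of 18 alternatives up to 1). *SPK1*, which encodes a Rho GTPase exchange factor of cell shape, fell from 64.5 ± 10.2 to 34.0 ± 1.72 RPM in the double mutant, 1.89-fold (limma, adjusted p = 7.03e-06), and to 41.2 ± 5.55 RPM in the triple mutant (limma, adjusted p = 0.00397). *EXO*, a brassinosteroid-responsive gene of cell expansion, rose from 22.8 ± 5.10 to 48.1 ± 10.1 RPM in the single mutant (limma, adjusted p = 8.24e-05), and to 41.5 ± 8.20 RPM in the triple mutant (limma, adjusted p = 0.00155). *TKPR1* (AT4G35420), the pollen wall reductase gene to which the name *DRL1* also belongs, rose from 5.95 ± 0.73 to 16.2 ± 0.47 RPM in the double mutant, 2.72-fold (limma, adjusted p = 0.000115). The malate synthase gene *MLS* (AT5G03860) had 1 read in Col-0, 4 in the single mutant, none in the double mutant and 17 in the triple mutant, where it was at 2.28 ± 2.47 RPM with 4.02 RPM in replicate 2, and it was too low to be tested. Of 6 genes that the paper lists for these phenotypes and that could be tested, 0, 4 and 2 were lower and 1, 1 and 1 higher in the 3 mutants, or 3, 4 and 4 lower and 2, 1 and 2 higher when adjusted over the list alone (camera, adjusted p = 0.95, 4.01e-05 and 0.0577, and adjusted p = 0.0765 for the double mutant with an estimated correlation), which is not independent evidence since the paper chose the list on these libraries. The *EXO* calls were lost without Col-0 replicate 2 (adjusted p = 0.0905 and 0.202), in the single mutant also with no filter (0.129, the highest of 18 alternatives, the lowest being 9.54e-06) and in the triple mutant also without its replicate 1 (0.116), with DESeq2 (0.116) and with no filter (0.131), in a range of 2.54e-05 to 0.202. That of *SPK1* in the triple mutant was lost without Col-0 replicate 1 (adjusted p = 0.228, the highest of 18, the lowest being 0.000153), without triple mutant replicate 2 (0.173) and with no filter (0.121). With no filter 1, 4 and 1 of the 6 listed genes were lower and 0, 1 and 0 higher, and with DESeq2 0, 3 and 1 lower and 1, 1 and 0 higher. Of the 6 listed genes, those lower in the triple mutant numbered 0 without Col-0 replicate 1, 1 without Col-0 replicate 2, 3 without single mutant replicate 2 and 1 and 0 without triple mutant replicate 1 or 2, those higher 0 in the single mutant without Col-0 replicate 2 and 0 in the triple mutant without Col-0 replicate 2 or triple mutant replicate 1.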

Further, loss-of-function phenotypes associated with the differentially expressed genes (Lloyd and Meinke, 2012) may contribute to the defects in phyllotaxy (*IBM1*) and the reduced growth (*EXO*, *MLS*, *IBM1*, *MAF1* and *FLC*), fertility (*DRL1*, *IBM1* and *TKPR1*) and seed viability (*SPK1*) observed in compound *hulk* mutants. In addition, differentially expressed genes were enriched for transcription factors belonging to the AP2/ERF superfamily (Table S5). 

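Of 63 tested transcription factor genes of the AP2/ERF superfamily, 3 were lower in the *hua2-7* single mutant, 13 in the *hua2-7 hulk1* double mutant and 11 in the *hua2-7 hulk1 hulk2* triple mutant, and none was higher in any of them. Adjusted over the list alone, 8, 16 and 16 were lower and 0, 1 and 0 higher. *ERF104* (AT5G61600), an ethylene response factor gene of immunity, fell from 15.6 ± 4.17 RPM (SD, n = 2) in Col-0 to 3.00 ± 0.35 RPM in the double mutant and 3.61 ± 0.18 RPM in the triple mutant, 5.20- and 4.32-fold (limma, adjusted p = 2.07e-06 and 5.19e-05). *RAV1* (AT1G13260), a member with an AP2 and a B3 domain, fell from 49.4 ± 9.71 to 21.2 ± 0.73 RPM in the single mutant (limma, adjusted p = 5.95e-05). *TEM1* and *TEM2* are further members that fell in each mutant, with the *TEM1* call in the single mutant lost with no filter (adjusted p = 0.0542, the highest of 18 alternatives, the lowest being 1.08e-05). Called genes made up 4.76%, 20.6% and 17.5% of the AP2/ERF genes and 0.586%, 5.62% and 1.77% of all other genes tested (Fisher's exact test, one-sided p = 0.00644, 4.3e-05 and 1.7e-08, odds ratios 8.48, 4.37 and 11.7), and with no filter 1, 6 and 5 were called, where the single mutant missed the threshold (p = 0.0542, the highest of 18 alternatives, the lowest being 0.000101), and with DESeq2 3, 6 and 5. Genes are not independent replicates, so the p-values of Fisher's exact test describe the libraries at hand only. As a list the AP2/ERF genes were lower in each mutant (camera, adjusted p = 0.000152, 1.19e-06 and 2.96e-11), with adjusted p = 0.1, 0.0765 and 0.053 with an estimated correlation, and the list includes genes read from the paper's Table S5, so it is not independent evidence. The call of *RAV1* was lost without Col-0 replicate 2 (adjusted p = 0.0812) and with no filter (0.0919, the highest of 18 alternatives, the lowest being 3.31e-06), while the counts of lower members were 2, 6 and 5 without Col-0 replicate 2 and 3, 6 and 5 without Col-0 replicate 1, 6 and 8 in the double mutant without its replicate 1 or 2, and 5 and 7 in the triple mutant without its own.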

The effect of the HULK proteins on AP2/ERF superfamily expression and the similarity of AP2/ERF developmental functions to those of the HULK proteins, i.e. flower, embryo and root development, meristem determinacy and epidermal cell identity, as well as the response to abiotic and biotic stimuli, suggests these two gene families may have a functional association (Elliott *et al*., 1996; Moose and Sisco, 1996; Chuck *et al*., 1998; Liu *et al*., 1998; Boutilier *et al*., 2002; Gu *et al*., 2002; Hirota *et al*., 2007).

The RNA-Seq data revealed that *hulk* genes included in respective mutant combinations were down-regulated, an expected finding given the characterized T–DNA disruptions (Figures5 and S4). However, we found no evidence to suggest compensatory up-regulation of unaffected (non-mutant) *HULK* transcripts as an explanation for our finding of functional redundancy among family members, i.e. *HULK1–3* were not up-regulated in the *hua2–7* single mutant, and *HULK3* was not up-regulated in the *hua2–7 hulk1 hulk2* triple mutant (Figure6).

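Each mutant had less transcript of the *HULK* genes disrupted in it. *HUA2* (AT5G23150, chromosome 5 of TAIR10.1 from 7785743 to 7792991) fell from 36.4 ± 0.48 RPM (SD, n = 2) in Col-0 to 6.74 ± 1.17 RPM in the *hua2-7* single mutant, 3.22 ± 0.31 RPM in the *hua2-7 hulk1* double mutant and 8.42 ± 3.19 RPM in the *hua2-7 hulk1 hulk2* triple mutant. These are log2 fold changes of -2.36, -3.31 and -2.10 (standard error 0.26 in each). *HULK1* (AT5G08230, chromosome 5 from 2641394 to 2650125) fell from 15.5 ± 2.91 RPM to 5.89 ± 3.03 RPM in the double mutant and 6.42 ± 3.77 RPM in the triple mutant, 2.64- and 2.42-fold lower (limma, adjusted p = 0.0019 and 0.00932). *HULK2* (AT2G48160, chromosome 2 from 19689324 to 19696821) fell from 93.2 ± 0.10 RPM to 17.5 ± 9.98 RPM in the triple mutant, 5.32-fold, with 24.6 and 10.5 RPM in its 2 libraries. Of the 4 genes of the family as a list, 1, 2 and 3 were lower in the 3 mutants, the genes mutated in each, and none was higher, with the same counts when adjusted over the list alone (camera, adjusted p = 0.00312, 3.52e-05 and 2.77e-12, and adjusted p = 0.334, 0.172 and 0.0816 with an estimated correlation). The *HULK1* call in the double mutant was lost without Col-0 replicate 2 (adjusted p = 0.127), without double mutant replicate 2 (0.154) and with no filter (0.114), in a range of 0.000231 to 0.154 over 18 alternatives. That in the triple mutant was lost without Col-0 replicate 1 or 2 (adjusted p = 0.0934 and 0.296), without triple mutant replicate 2 (0.426), with no filter (0.239) and with DESeq2 (0.203), in a range of 0.000169 to 0.426.

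**Figure D4:**
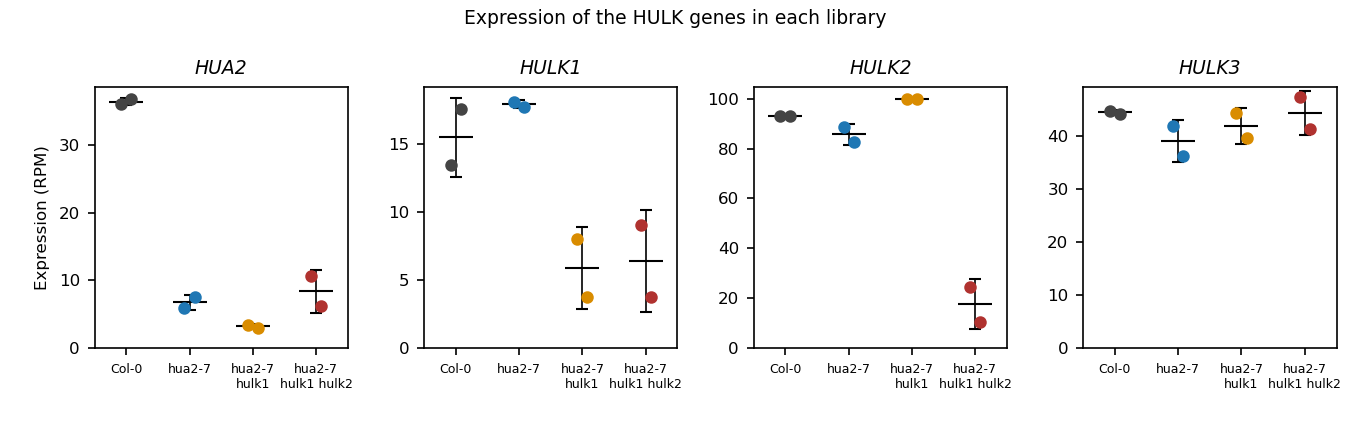
Levels in RPM of the 4 *HULK* genes in each genotype, with points for libraries, a horizontal bar for the mean and error bars for the SD (n = 2). *HUA2* lies below 10.7 RPM in every mutant library and at 36.4 RPM in Col-0, and *HULK2* drops in the triple mutant, to 17.5 RPM.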

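*HULK3* (AT3G63070, chromosome 3 of TAIR10.1 from 23302365 to 23309658) was at 44.4 ± 0.41 RPM (SD, n = 2) in Col-0, 39.0 ± 3.97 in the *hua2-7* single mutant, 41.9 ± 3.39 in the *hua2-7 hulk1* double mutant and 44.3 ± 4.22 RPM in the *hua2-7 hulk1 hulk2* triple mutant. Its log2 fold changes were -0.19 (95% confidence interval -0.46 to 0.08), -0.09 (-0.35 to 0.18) and -0.01 (-0.27 to 0.26). *HULK2* was at 85.7 ± 4.30 RPM in the single mutant and 99.9 ± 0.11 RPM in the double mutant, log2 fold changes of -0.12 (-0.48 to 0.23) and 0.10 (-0.25 to 0.46). *HULK1* was at 18.0 ± 0.27 RPM in the single mutant, a log2 fold change of 0.22 (-0.38 to 0.81). None of these 6 comparisons was called by limma (adjusted p = 0.646, 0.806 and 0.99 for *HULK3*, 0.86 and 0.834 for *HULK2*, 0.849 for *HULK1*), by edgeR or by DESeq2, and none had an unadjusted p under 0.05. For *HULK3* in the triple mutant the interval excludes a rise above 0.26 on the log2 scale, whereas the wider interval of *HULK1* leaves room for a rise of up to 0.81 at this depth.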

## Discussion

The HULK proteins of Arabidopsis share high sequence similarity in conserved domains, and each has a clear ortholog in several related diploid Brassicaceae species (e.g. the congener *Arabidopsis lyrata* and *Capsella rubella*). Among these, phylogenetic analyses revealed two well-supported clades consisting of *HUA2*/*HULK1* and *HULK2*/*HULK3*, a finding consistent with an analysis of all PWWP domain proteins in Arabidopsis species that included the HULK family members (Alvarez-Venegas and Avramova, 2012). In our broader survey of available plant genomes, we found that *HULK* genes have been ubiquitously retained from the ancestor of vascular and non-vascular plants. However, they are not found outside the Embryophyta. Across represented taxa, *HULK* orthologs bear similarity to either the *HUA2*/*HULK1* clade or the *HULK2*/*HULK3* clade, consistent with a basal duplication event, potential diversification of function, and widespread retention of a small number of members (approximately one to three genes) in each clade.

In agreement with their broad phylogenetic distribution in plants, a pattern typical of genes that perform essential functions, Arabidopsis plants homozygous for loss-of-function mutations in all *HULK* family members were not recovered, and thus the family is required for plant development. Nevertheless, significant functional redundancy was apparent. Although *hulk1*, *hulk2* and *hulk3* single mutants did not have obvious phenotypes, double and triple *hulk* mutants were increasingly affected. The failure to identify *HULK1–3* in laboratory mutagenesis screens therefore probably resulted from redundancy (Lloyd and Meinke, 2012). However, in contrast to many duplicate genes in Arabidopsis, *HULK1–3* do not segregate for obvious loss-of-function mutations in population samples used in recent high-throughput re-sequencing studies (Cao *et al*., 2011; Gan *et al*., 2011). Whether *HULK1–3* are required individually for wild-type fitness in natural settings is unknown. Among double mutants, the strongest phenotypes were observed when both members of either the *HUA2*/*HULK1* or the *HULK2*/*HULK3* clades were inactivated. This suggests stronger redundancy within clades than between clades, as has been observed in studies of other gene duplicates (e.g. Hanada *et al*., 2011). The asymmetric redundancy seen between *HUA2* and *HULK1* (e.g. the mutant phenotypes observed in *hua2 hulk2 hulk3*, but not in *hulk1 hulk2 hulk3*) may be a reflection of different levels of expression of the two genes (Figure S3). Nevertheless, the dramatic phenotypes observed in triple and quadruple mutants revealed functional redundancy across the two *HULK* clades despite their ancient origin (a gene duplication event at the base of Embryophyta). In triple mutants, phenotypic consequences were most notable when *HUA2* was inactivated. Conversely, plants retaining both or only one active copy of *HUA2* with loss of the rest of the gene family were phenotypically normal. Thus, with respect to the phenotypes we examined, *HUA2* plays a more prominent role in Arabidopsis.

Plant stunting, effects on leaf and silique phyllotaxy, loss of pollen viability and/or repressed stamen maturity, petaloid stamens and embryo abortion were previously observed in plants that lack *HUA2* function in genetic backgrounds with compromised function of *HUA1* and *HEN1–4* genes (Chen and Meyerowitz, 1999; Western *et al*., 2002; Cheng *et al*., 2003; Wang and Chen, 2004). The developmental defects in compound *HULK* mutants suggest roles for *HULK* genes in many of these processes. For instance, triple mutants bearing *hua2* or *hulk3* alleles were stunted, similarly to phenotypes reported in *hua2 hen4* and *hua1 hua2 hen1* plants (Chen and Meyerowitz, 1999; Chen *et al*., 2002; Cheng *et al*., 2003). Loss-of-function mutants of *HUA ENHANCER 3*, an E–type cyclin-dependant kinase, had very small leaves, similar to the *hua2 hulk1 hulk3* and *hua2 hulk2 hulk3* mutants in our study (Wang and Chen, 2004). The altered phyllotaxy of siliques in *hua2–7 hulk1* plants was also observed in *hua2 hen2* plants, suggesting that either loss of *HEN2* or *HULK1* may be sufficient to disrupt silique phyllotaxy in the *hua2* background (Western *et al*., 2002). Loss of pollen viability and/or repressed stamen maturity observed in *hua2 hulk1*, *hua2 hulk2 hulk3* and *hua2 hulk1 hulk3* plants was also reported for *hua2 hen2* plants (Western *et al*., 2002). *HULK1–3* are therefore likely to act, together with *HUA2*, in diverse developmental pathways that had until now been associated with *HUA2* activity in sensitized backgrounds harboring mutations in genes encoding unrelated proteins.

The pleiotropic nature of defects in *hulk* mutants is consistent with expression profiling that revealed effects of *HULK* members on the expression levels of hundreds of genes, many of which have known developmental roles. Despite the large number of differentially expressed genes, the fold changes in seedlings were usually moderate, although effects on expression may be more dramatic during developmental stages that are strongly affected in the mutants (e.g. embryos and flowers). As in expression of hundreds of genes was altered, the basis for differential gene expression is probably indirect in many cases. However, as *HUA2* has been linked to the activation or maintenance of gene expression (Chen and Meyerowitz, 1999; Western *et al*., 2002; Doyle *et al*., 2005; Wang *et al*., 2007), our finding that down-regulated genes were over-represented raises the possibility that an appreciable fraction of the differentially expressed genes that we detected are direct HULK targets.

The effects of the *hulk* mutations on flowering time and *FLC* expression provide insights into the functional relationship among *HULK* genes. First, the knockout of two clades had opposite effects: *hua2 hulk1* mutants flowered early, while *hulk2 hulk3* mutants flowered late. Second, in all mutant combinations lacking *HUA2* activity, flowering time was reduced. Third, all flowering time effects were reflected in our quantitative RT–PCR and expression profiling experiments, in which *FLC* was among the most strongly and uniformly down-regulated genes in mutant combinations lacking *HUA2* function; consistently, *FLC* levels were up-regulated in the *hulk2 hulk3* mutant. These results indicate that the *HULK* genes affect *FLC* expression in a gene and clade-specific manner, with *HUA2* and *HULK2*/*HULK3* acting antagonistically on *FLC* expression and flowering time. The epistatic nature of the effect of *HUA2* on flowering time may be explained by a non-redundant role for *HUA2* in regulating *FLC* expression.

The prominent role of *HUA2* within the *HUA2*/*HULK1* clade was also observed in virtually all other processes, and may reflect a case of asymmetric redundancy (Briggs *et al*., 2006). The dramatically lower expression levels of *HULK1* relative to *HUA2* probably contribute to the observed asymmetric redundancy; however, a critical role for *HULK1* is apparent in sustaining embryo development, which is arrested in *hua2–7 hulk1* and *hua2–7 hulk1 hulk2*, but not in *hua2–7 hulk2* plants (Figure4). In contrast to their antagonistic roles in controlling flowering time, *HUA2* and *HULK2*/*HULK3* genes act redundantly in all other aspects of development (Figure5). The triple mutant *hua2–7 hulk2 hulk3* displays marked alterations in a number of developmental processes, which were not observed in any double mutant combination of these alleles. Loss of either *HUA2* or the *HUA2*/*HULK1* clade function also allowed identification of specific roles for *HULK2* and *HULK3*. For example, *HULK3* acted redundantly with *HUA2* and *HULK1* to promote pollen development (consistent with high levels of *HULK3* in pollen, Figure S3), while *HULK2* contributed to promoting embryo development in the same background (Figure4). More generally, our findings suggest a model whereby *HULK* genes act redundantly to regulate a subset of essential genes, with some (or all) family members also having specific functions. Our finding that *HULK* genes are expressed in overlapping expression domains and that their functional relationships largely reflect their protein sequence similarities suggests functional divergence at the protein level. Future work is required to understand the biochemical action of *HULK* genes, and to resolve mechanism(s) of *HULK* gene activities.

## Experimental Procedures

### Phylogenetic analysis of *HUA2-LIKE* sequences in Embryophyta

Identification of genes with homology to *HUA2* in the *A*. *thaliana* genome, retrieval of Embryophyta gene families (Table S6), and processing of protein sequences prior to phylogenetic analysis are described in Methods S1 (Castresana, 2000; Edgar, 2004; Goodstein *et al*., 2012). A maximum likelihood-based phylogenetic tree was generated using tree-puzzle (http://www.tree-puzzle.de/) version 5.2 software with the following parameters: number of puzzling steps 100 000, model of substitution JTT+G8 + I with automatic estimation of α, and model parameter estimation using quartet sampling + NJ tree (Jones *et al*., 1992; Schmidt *et al*., 2002). The resulting tree was visualized using Dendroscope (Huson *et al*., 2007) with *Physcomitrella patens* being used as an outgroup. Branches with puzzle support values below 50% were collapsed.

### Plant materials and growth conditions

All Arabidopsis mutants described in this study are in the Columbia (Col–0) background. The T–DNA insertion allele for *hua2–7*, carrying a glufosinate resistance gene, has been described previously (Wang *et al*., 2007). The T–DNA insertion alleles for *hulk2* (SALK_029629) and *hulk3* (SALK_072659) were obtained from Arabidopsis Biological Resource Center (Alonso *et al*., 2003). *hulk2* plants are kanamycin-resistant, but the resistance gene is silenced in *hulk3* plants. The *hulk1* seed was obtained from GABI-Kat (GK156C05) (Kleinboelting *et al*., 2012). *hulk1* seedlings are resistant to sulfadiazine. Seeds were surface-sterilized and stratified at 4°C for 2–4 days. Plants were grown at 20–22°C, under either long days (16 h light/8 h dark) or short days (8 h light/16 h dark), 65% relative humidity under a 2:1 mixture of cool white and warm light at an irradiance of 125–175 μmol m^−2^ sec^−1^. For flowering time analyses, leaf number was counted from at least 12 plants per genotype.

### Generation of mutants defective in *HULK* genes

Double mutants of *HULK* gene members were created by crossing single mutants in all possible combinations. The resulting F_2_ populations were PCR-genotyped for homozygous double mutants using the primers listed in Table S7. The *hua2–7 hulk2 hulk3* triple mutant was generated from a cross between a *hulk3* female parent and a *hua2–7 hulk2* male parent. Because *hua2–7 hulk2 hulk3* mutants are sterile, they were maintained as heterozygous plants at the *HULK3* locus. All other multiple mutants (*hua2–7 hulk1 hulk2*, *hua2–7 hulk1 hulk3*, *hulk1 hulk2 hulk3* and *hua2–7*/*+ hulk1 hulk2 hulk3*) were derived from a cross between *hua2–7 hulk1* and *hulk2 hulk3* double mutants.

### Artificial microRNAs against *HULK1, HUA2/HULK1* and *HULK2/HULK3* genes

The Web Micro Designer (WMD, http://wmd.weigelworld.org/bin/mirnatools.pl) was used to design amiRNAs against *HULK1*, *HUA2*/*HULK1* and *HULK2*/*HULK3* genes (Schwab *et al*., 2006). The amiRNA sequences were introduced into the Arabidopsis miR319a precursor by overlapping PCR using the primers listed in Table S7. The plasmid pRS300 that contains the mir319a precursor was used as a template (Schwab *et al*., 2006). *HULK1* amiRNA and *HUA2*/*HULK1* amiRNA were recombined into the binary vector pGREENIIS_2100 (Invitrogen, http://www.lifetechnologies.com/), and *HULK2*/*HULK3* amiRNA was recombined into the binary vector pGWB2 (Nakagawa *et al*., 2007). These vectors confer resistance to glufosinate and kanamycin, respectively, which were used for selecting transformants using standard methods.

### Analysis of flowering time

Flowering time was analyzed on the basis of the total number of rosette and cauline leaves produced prior to the node of the first flower. The effect of genotype on flowering time was assessed using anova followed by the Tukey–Kramer procedure to correct for multiple testing among comparisons.

### Gene expression analysis

For quantitative RT–PCR, total RNA was extracted using an RNeasy plant mini kit, together with DNase treatment (Qiagen, http://www.qiagen.com/). RNA was reverse-transcribed using a Maxima first-strand cDNA synthesis kit (Thermo Fisher Scientific, http://www.thermofisher.com/) and/or Superscript II reverse transcriptase (Invitrogen). For *HULK1* amiRNA and *HUA2*/*HULK1* amiRNA experiments, Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) and an Opticon continuous fluorescence detection system (MJ Research, http://www.bio-rad.com/) were used. For characterization of T–DNA lines and *HULK2*/*HULK3* amiRNA experiments, Maxima SYBR Green/ROX qPCR master mix (Thermo Fisher Scientific) and an Agilent Mx3005P quantitative PCR instrument (Agilent Technologies, http://www.agilent.com/) were used. Primer sequences and amplification efficiencies (*E*) are listed in Table S7. Experimental values for three biological replicates, each analysed in triplicate, were normalized against *TUB4* (AT5G44340) (*HULK1* amiRNA and *HUA2*/*HULK1* amiRNA) or *PEX4* (AT5G25760) (for all other analysis) (Czechowski *et al*., 2005). For statistical analysis, normalized relative quantities were log_2_-transformed, and factorial anova was used to assess the significance of the main effect (plant genotype) (Rieu and Powers, 2009). anova was performed, followed by Tukey's honestly significant difference test.

For the analysis of *HULK* gene expression patterns across tissues and developmental stages, we used the expression microarray AtGenExpress dataset (Schmid *et al*., 2005), RNA-Seq read data and *in situ* localization (see Methods S2).

### Nuclear localization of HULK proteins

For nuclear localization studies, *HULK* cDNAs were amplified using Phusion polymerase (NEB, http://www.neb.com) with the primer pairs listed in Table S7. *HUA2* cDNA was cloned into pEarleyGate 103 (Earley *et al*., 2006), and the *HULK* cDNAs were cloned into pBIN19 35S:attR-YFP (Subramanian *et al*., 2006). *Agrobacterium tumefaciens* was infiltrated into *N. benthamiana* leaves as described previously (de Felippes and Weigel, 2010). A plasmid encoding mCherry–NLS (which is targeted to the nucleus and under the control of a constitutive promoter) was used as a positive control. The p19 protein from tomato bushy stunt virus cloned in pBIN61 was used to suppress gene silencing (Voinnet *et al*., 2000). The infiltrated plants were transferred to a greenhouse, and after 2–3 days, the abaxial epidermis was visualized for fluorescence by confocal laser-scanning microscopy using a Leica TCS SP2 confocal microscope (http://www.leica-microsystems.com/).

### Morphological characterization of *HULK* mutants

Seed clearing for embryo analysis was performed as described by Berleth and Jurgens (1993). The seeds were mounted on microscopic slides in chloral hydrate/water/glycerol (8:2:1), and examined with differential interference contrast optics on a Nikon Eclipse E600 microscope (http://www.nikon.com/). Pollen viability tests were performed as described by Alexander (1969). Anthers were visualized under differential interference contrast optics on a Nikon Eclipse E600 microscope. Flower samples for scanning electron microscopy were fixed for 5 min in 100% methanol, and were rinsed with 100% ethanol five times. Samples were examined using a Hitachi S800 electron microscope (http://www.hitachi.com/).

### Analysis of *HULK* gene expression patterns and expression profiling of *HULK* mutants

Analysis of *HULK* gene expression pattern by means of RNA-Seq, *in situ* hybridization and GUS staining are described in Methods S2 (Weigel and Glazebrook, 2002; Kover *et al*., 2009; Gan *et al*., 2011; Trapnell *et al*., 2012).

Transcriptome profiling using Illumina RNA-Seq (http://www.illumina.com/) with biological replication for seedlings of Col–0, *hua2–7* single mutants, *hua2–7 hulk1* double mutants and *hua2–7 hulk1 hulk2* triple mutants is described in Methods S3 (Anders and Huber, 2010; Doherty and Kay, 2010; Du *et al*., 2010; Gan *et al*., 2011; Trapnell *et al*., 2012).

## Supporting Information

**Figure S1.** Protein alignment, conservation, consensus sequence and percentage similarity, and identity matrix of domains found in the Arabidopsis HULK proteins.

**Figure S2.** Rooted phylogram of HULK-like proteins.

**Figure S3.** Gene expression levels of *HUA2*, *HULK1*, *HULK2* and *HULK3* in various tissues and organs.

**Figure S4.** *HULK2* and *HULK3* gene expression during embryo and pollen development as detected by *in situ* hybridization and GUS staining.

**Figure S5.** *HUA2* and *HULK1–3* mutant alleles used in this study.

**Figure S6.** Alignments of Illumina RNA-Seq reads to the *HUA2*, *HULK1* and *HULK2* loci in the *hua2–7*, *hulk1* and *hulk2* genetic backgrounds.

**Figure S7.** Characterization of T_2_ *HULK1* amiRNA and *HUA2*/*HULK1* amiRNA plants.

**Figure S8.** Quantitative RT–PCR analysis of the effect of amiRNA targeting *HULK2*/*HULK3*.

**Figure S9.** Log_2_-transformed RNA-Seq gene expression levels.

**Figure S10.** Venn diagram of the top 20 GO functional categories in the *hua2–7*, *hua2–7 hulk1* and *hua2–7 hulk1 hulk2* mutants.

**Table S1.** Number of RNA-Seq reads aligned per sample by genotype and biological replicate.

**Table S2.** Gene expression per TAIR10 gene model inferred from RNA-Seq data for Col–0 and *HULK* mutant plants.

**Table S3.** Differentially expressed genes identified by RNA-Seq in *hua2–7*, *hua2–7 hullk1* and *hua2–7 hulk1 hulk2* relative to Col–0.

**Table S4.** Significantly represented (*P *<* *0.05) GO slim terms in sets of differentially expressed genes in *hua2–7*, *hua2–7 hullk1* and *hua2–7 hulk1 hulk2* plants relative to Col–0.

**Table S5.** Loss-of-function phenotypes of plants bearing mutations in differentially expressed genes identified by RNA-Seq in single, double and triple mutants.

**Table S6.** List of putative HULK-like proteins used in this study.

**Table S7.** List of primers used in this study.

**Methods S1.** Preparation of dataset for phylogenetic analysis of *HUA2-LIKE* sequences in Embryophytes.

**Methods S2.** Analysis of *HULK* gene expression patterns.

**Methods S3.** Expression profiling of *HULK* mutants.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 1 — Figure S1. Protein alignment, conservation, consensus sequence and percentage similarity, and identity matrix of domains found in the Arabidopsis HULK proteins.

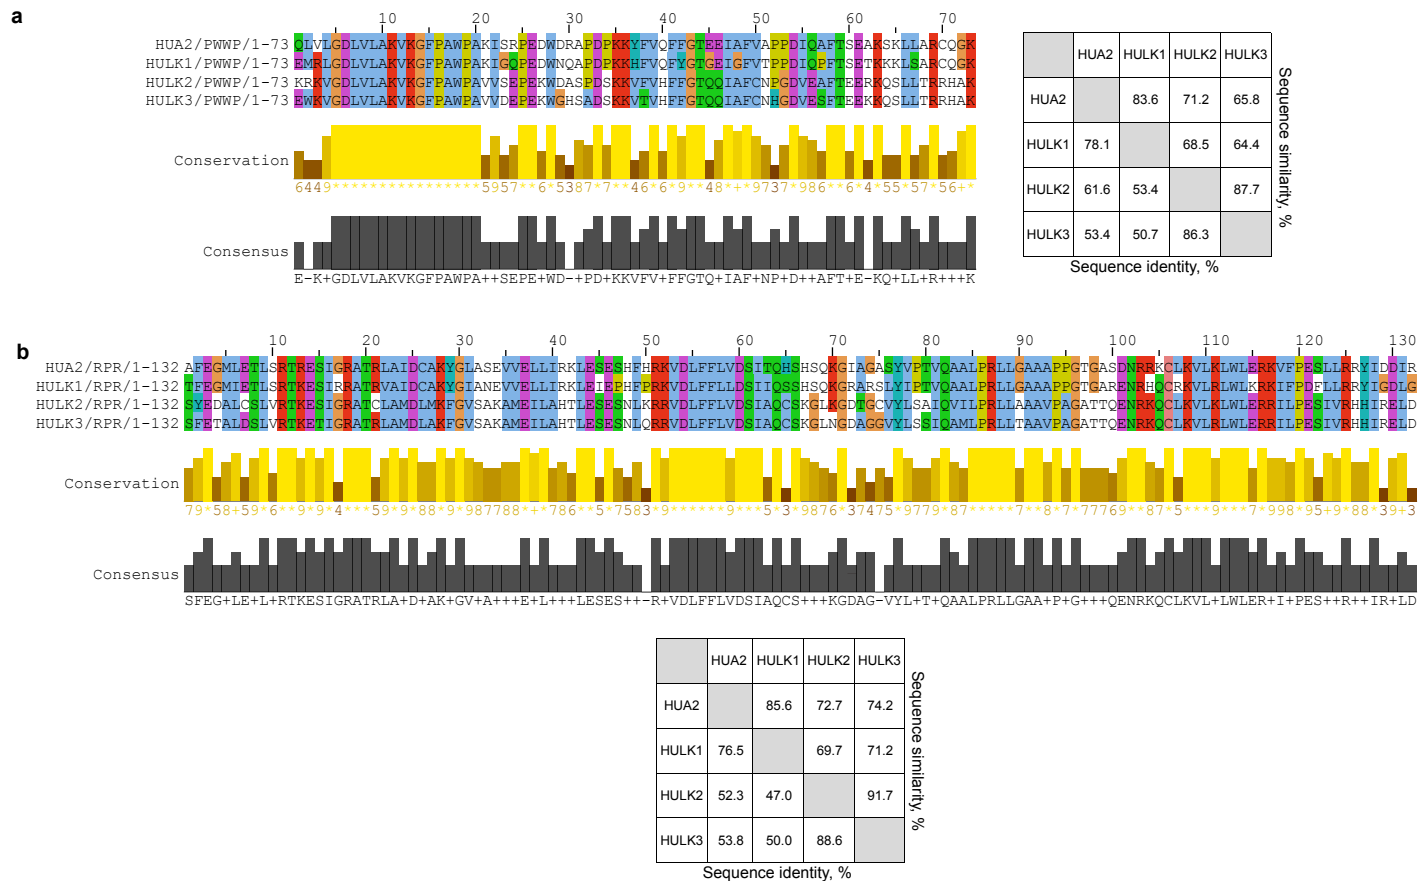

Figure S1. Protein alignment, conservation, consensus sequence and % similarity and identity matrix of the PWWP (a) and RPR (b) domains found in the Arabidopsis HULK proteins.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 2 — Figure S2. Rooted phylogram of HULK-like proteins.

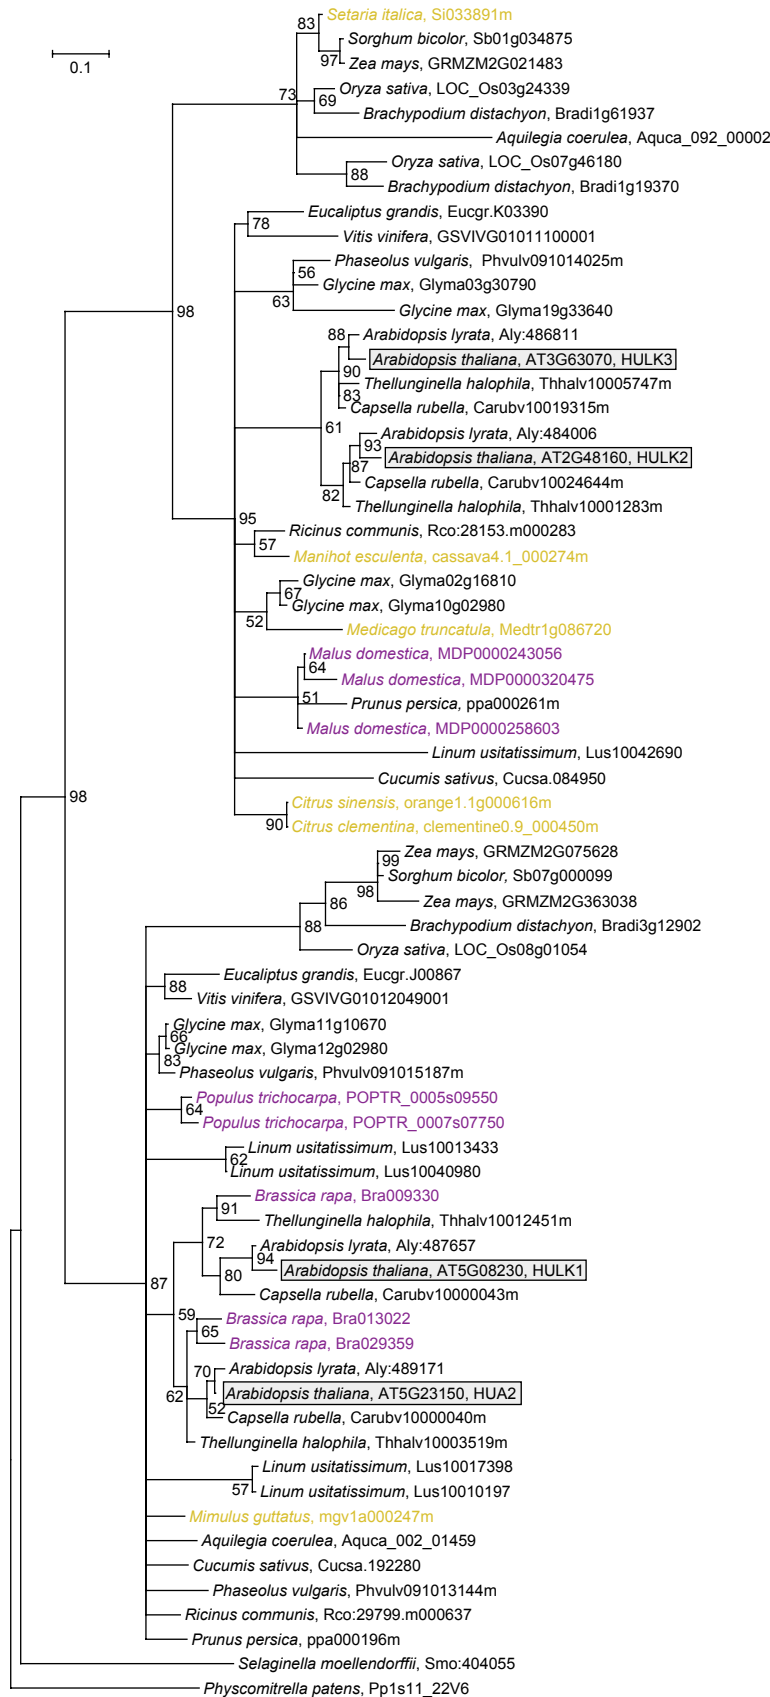

Figure S2. Rooted phylogram of amino acid sequences in domains of 69 HULK-like proteins of 28 Embryophyte species with *Physcomitrella patens* as an outgroup based on maximum likelihood. Sequences highlighted in purple: multiple HUA2-like proteins from species having representatives of only the HUA2/HULK1 or the HULK2/HULK3 clades; sequences highlighted in yellow: species represented by a single HUA2-like protein. The scale bar is a number of amino acid substitutions per site. Support values are puzzle support values.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 3 — Figure S3. Gene expression levels of HUA2, HULK1, HULK2 and HULK3 in various tissues and organs.

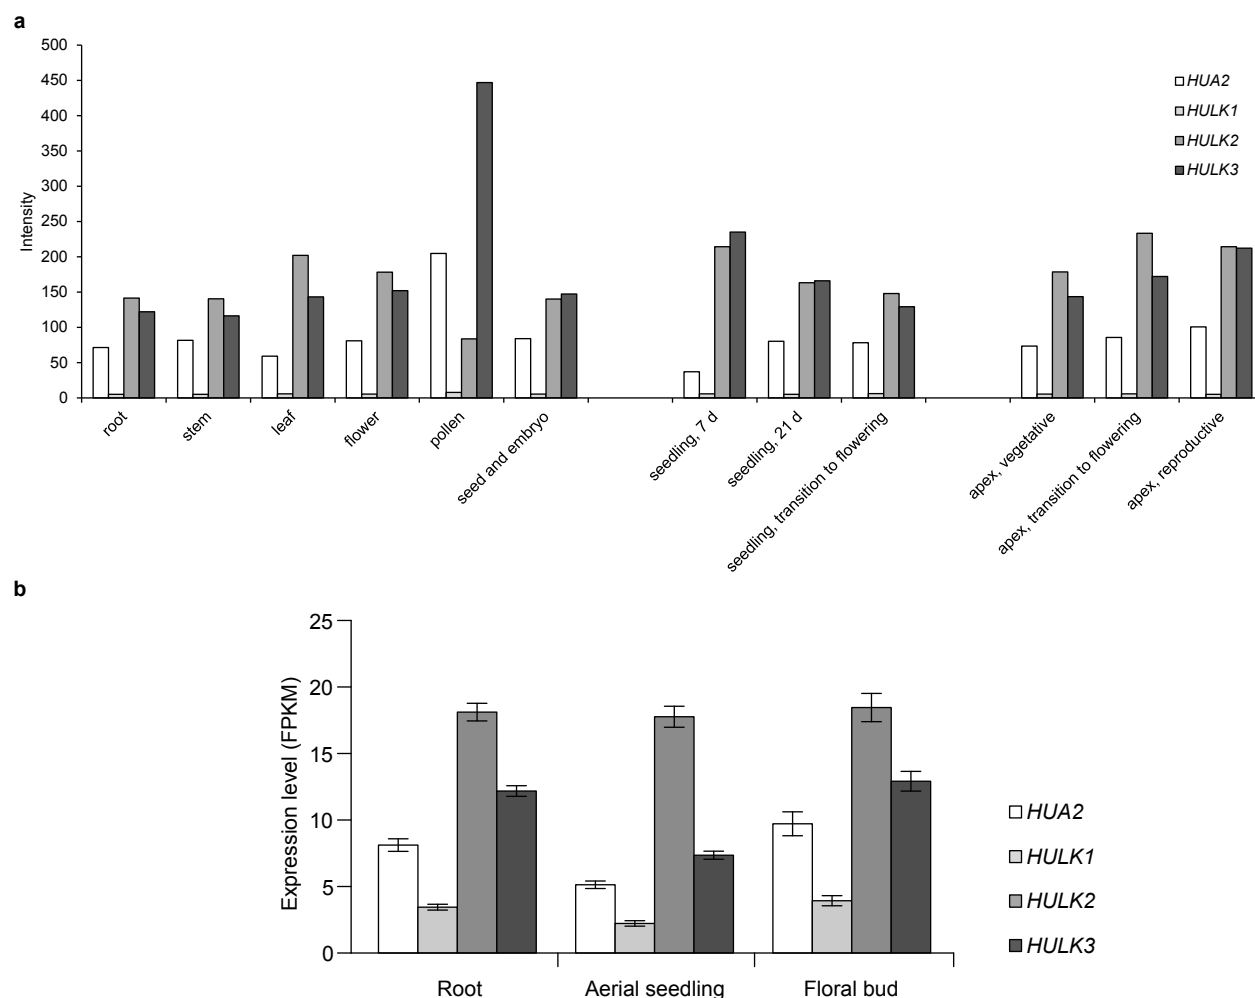

Figure S3. Gene expression levels of *HUA2*, *HULK1*, *HULK2* and *HULK3* in various tissues and organs. (a) Data obtained from the developmental set of AtGenExpress for accession Col-0 (<http://jsp.weigelworld.org/expviz/expviz.jsp>, Schmid *et al.*, 2005). (b) Mean levels of expression for each *HULK* gene as averaged from RNA-Seq data over each MAGIC founder accession for each of three tissues ($n = 19$ for each tissue; whole root of 10-day-old seedlings, aerial seedlings at emergence of the fourth true leaf, and stage 12 floral buds as indicated from left to right). FPKM is Fragments Per Kilobase of transcript per Million mapped reads. Error bars denote ± 2 standard errors of the mean.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 4 — Figure S4. HULK2 and HULK3 gene expression during embryo and pollen development as detected by in situ hybridization and GUS staining.

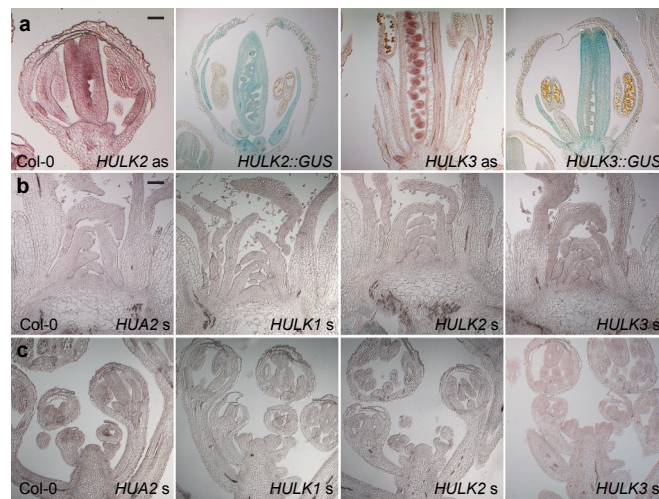

Figure S4. *HULK2* and *HULK3* gene expression in embryo and pollen development as detected by *in situ* hybridization and GUS staining (a). Negative control for *HULK* gene expression in vegetative shoot and inflorescence apices as detected by *in situ* hybridization. Longitudinal sections of vegetative shoot (b) and inflorescence apices (c) hybridized with sense (s) probes to the four *HULK* genes as indicated. All sections are from wildtype (Col-0) plants. Scale bars: 35 μm in a, 100 μm in b and c.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 5 — Figure S5. HUA2 and HULK1–3 mutant alleles used in this study.

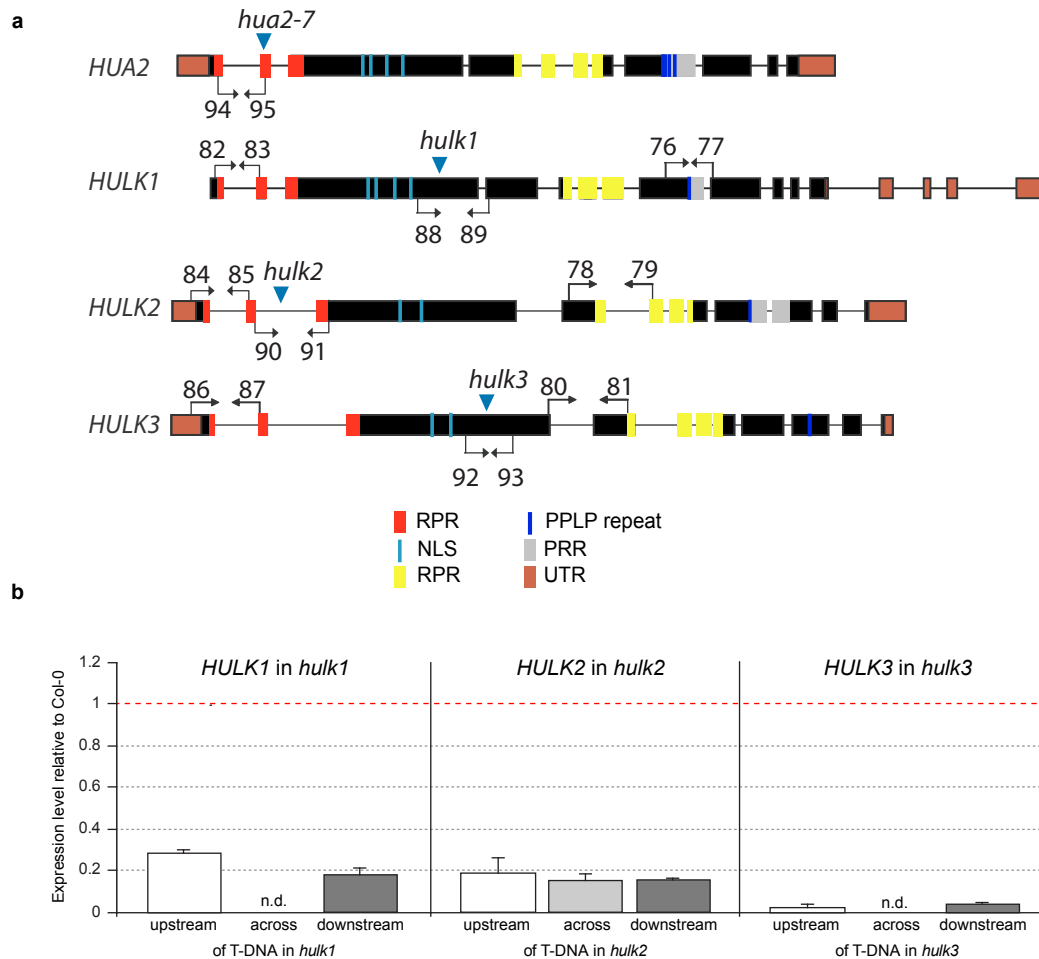

Figure S5. *HUA2* and *HULK1-3* mutant alleles used in this study. **(a)** Position of T-DNA insertions in the *hua2-7*, *hulk1-1*, *hulk2-1* and *hulk3-1* alleles employed in this study. At each locus, arrows indicate the location and direction of primers used to assay expression by RT-qPCR. Exons are indicated by rectangles, introns by lines. **(b)** Mean $\pm$ standard error of the mean fold changes of *HULK1*, *HULK2* and *HULK3* relative to Col-0 in T-DNA insertion lines as assessed by RT-qPCR ($n = 3$). n.d., not detected.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 6 — Figure S6. Alignments of Illumina RNA-Seq reads to the HUA2, HULK1 and HULK2 loci in the hua2–7, hulk1 and hulk2 genetic backgrounds.

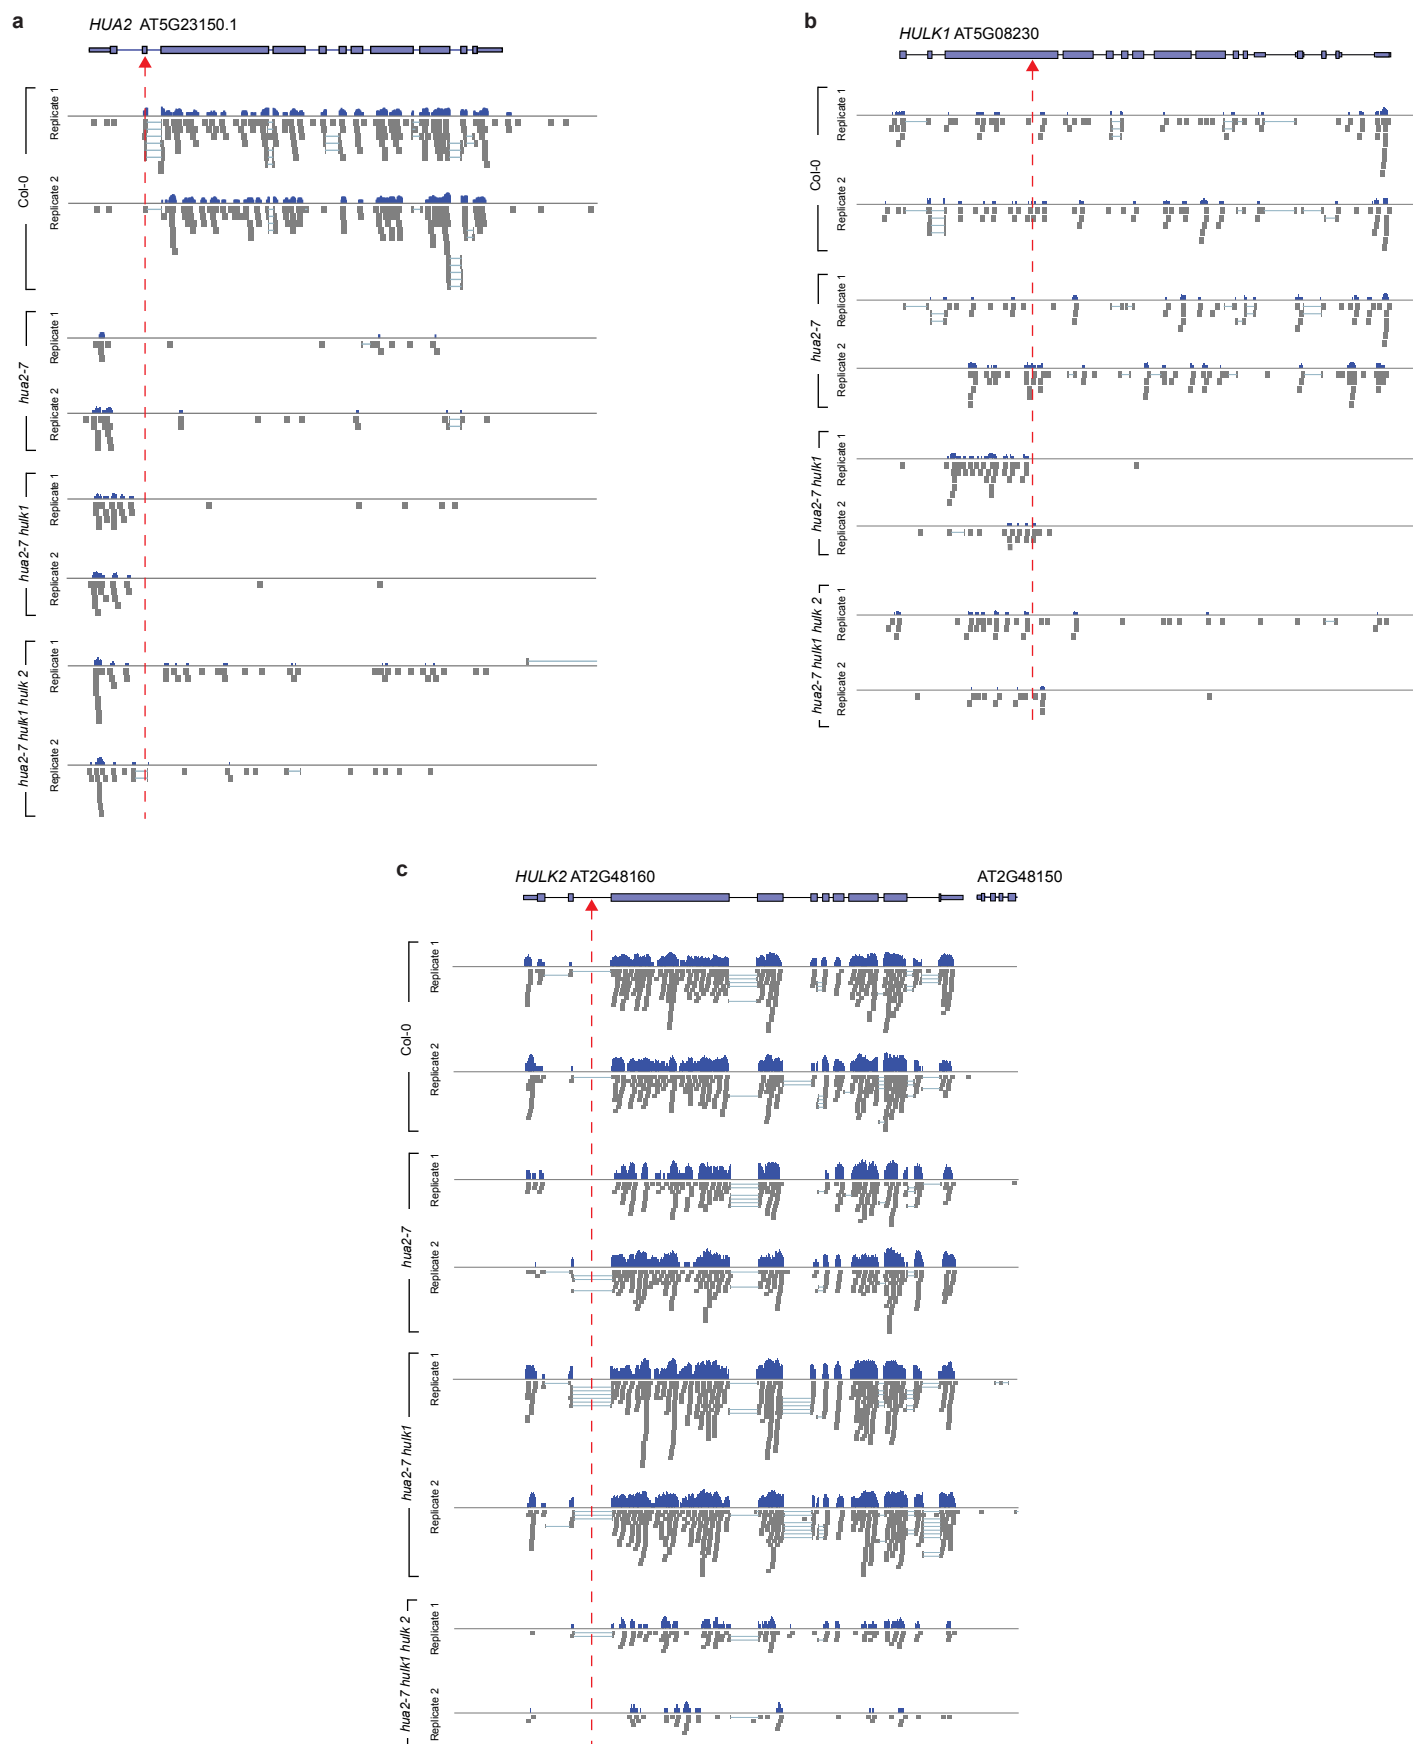

Figure S6. Alignments of Illumina RNA-Seq reads to the *HUA2*, *HULK1* and *HULK2* loci in the *hua2-7*, *hulk1* and *hulk2* genetic backgrounds as indicated. Gene models are as shown at top (thick bars indicate coding sequences), and red arrows indicate positions of T-DNA insertions. Light blue lines indicate read alignments that span exon junctions. All aligned reads for a given genotype are shown. Normalized expression values (reads per million mapped, or RPM) for each *HULK* gene are given in Table S2.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 7 — Figure S7. Characterization of T2 HULK1 amiRNA and HUA2/HULK1 amiRNA plants.

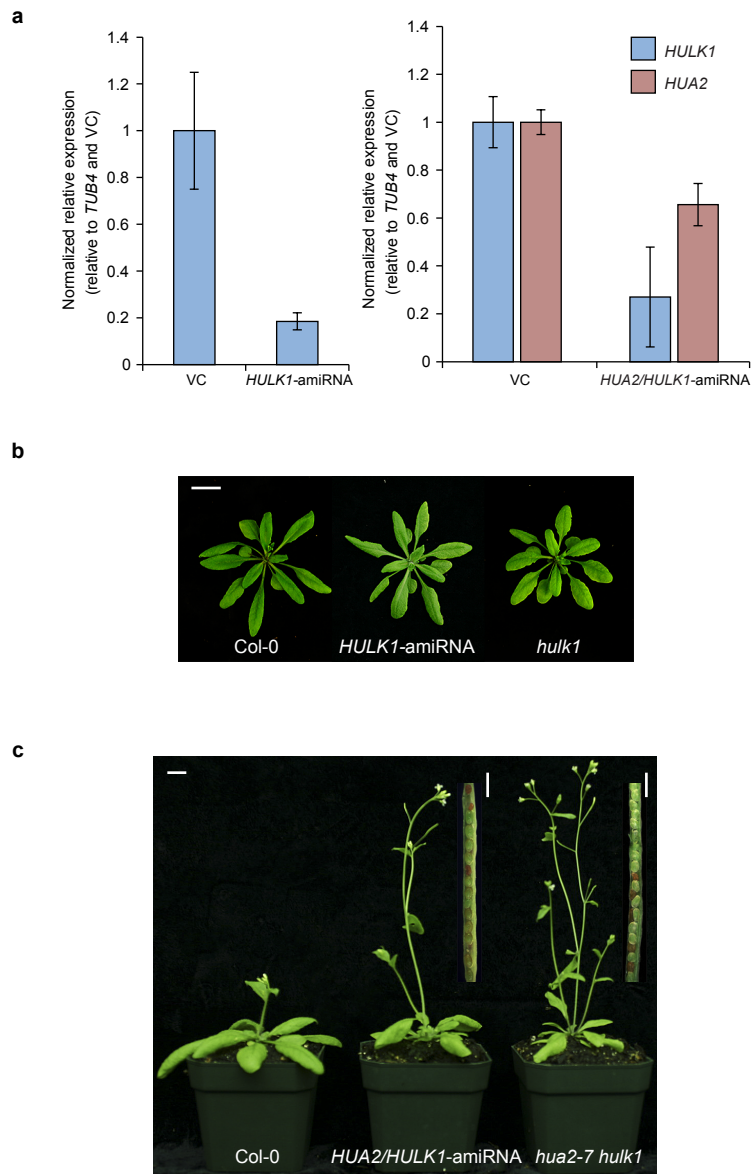

Figure S7. Characterization of T2 *HULK1*-amiRNA and *HUA2/HULK1*-amiRNA plants. **(a)** Expression levels of *HULK1* and *HUA2* in 7-day old seedlings and leaves as determined by RT-qPCR. Values represent means of two replicates $\pm$ standard error of the mean. **(b)** Phenotypes of Col-0, *HULK1*-amiRNA and *hulk1* plants. **(c)** Plant and silique phenotypes in Col-0, *HUA2/HULK1*-amiRNA and *hua2-7 hulk1* lines. VC – plants transformed with empty vector. Scale bars: 1 cm in b and c (main figure), 1 mm in c (silique inset).

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 8 — Figure S8. Quantitative RT–PCR analysis of the effect of amiRNA targeting HULK2/HULK3.

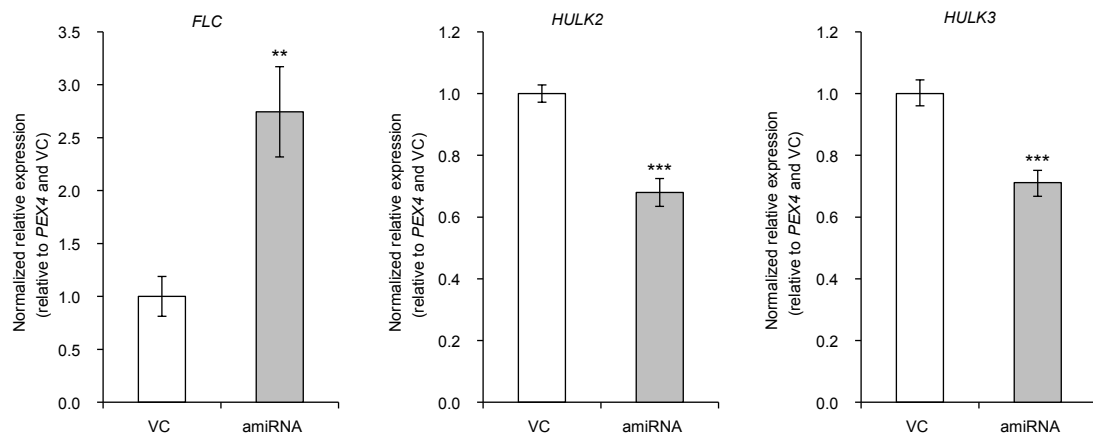

Figure S8. RT-qPCR analysis of the effect of amiRNA targeting *HULK2/HULK3* on levels of *FLC*, *HULK2* and *HULK3* in T1 Col-0 seedlings transformed with either *HULK2/HULK3*-amiRNA construct (labelled amiRNA, $n = 20$) or empty vector (labelled VC, $n = 12$). Mean $\pm$ standard error of the mean fold changes of *FLC*, *HULK2* and *HULK3*. Asterisks indicate significant differences in expression levels between treatments (Tukey HSD test, ** - $P < 0.01$, *** - $P < 0.001$).

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 9 — Figure S9. Log2-transformed RNA-Seq gene expression levels.

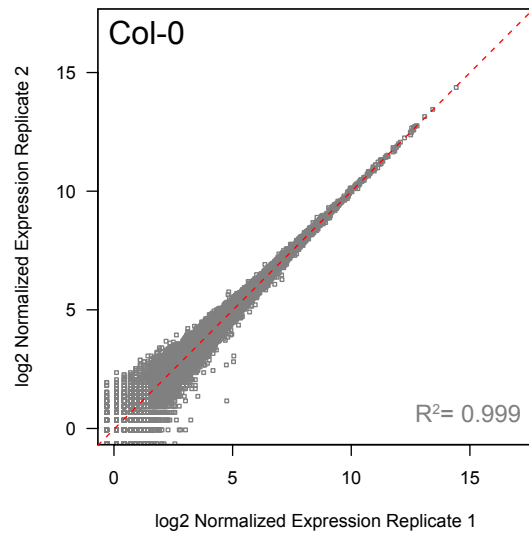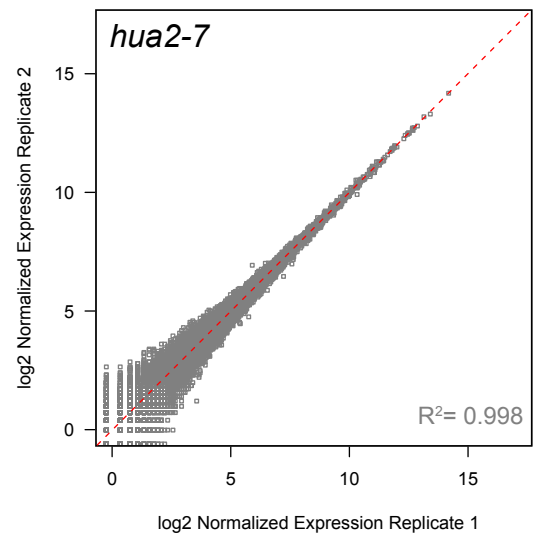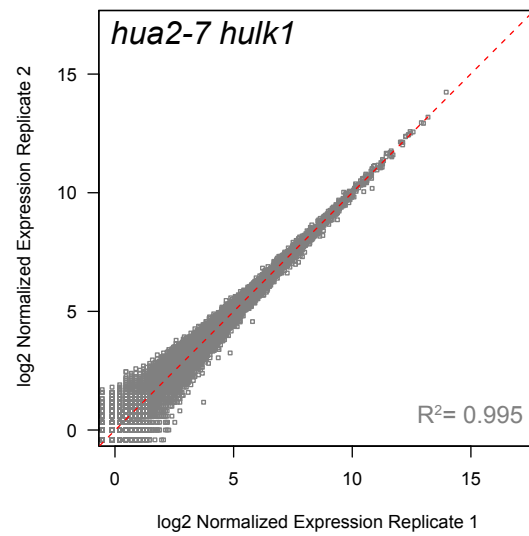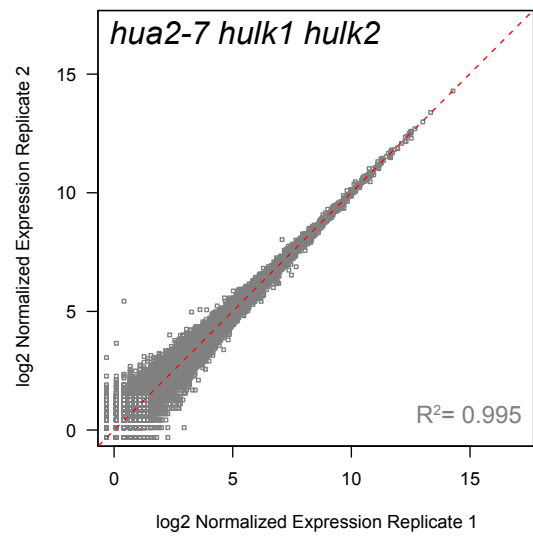

Figure S9. Log₂ transformed RNA-Seq gene expression levels (reads per million mapped) of biologically replicated seedling samples with genotypes as indicated. R^2 values were calculated with all genes for which five or more reads mapped in at least one biological replicate.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 10 — Figure S10. Venn diagram of the top 20 GO functional categories in the hua2–7, hua2–7 hulk1 and hua2–7 hulk1 hulk2 mutants.

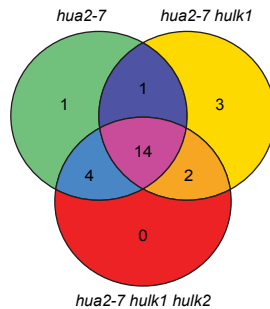

Common categories in *hua2-7*, *hua2-7 hulk1* and *hua2-7 hulk1 hulk2*:

GO:0050896 response to stimulus
 GO:0009607 response to biotic stimulus
 GO:0051704 multi-organism process
 GO:0006950 response to stress
 GO:0009719 response to endogenous stimulus
 GO:0009605 response to external stimulus
 GO:0009628 response to abiotic stimulus
 GO:0009791 post-embryonic development
 GO:0050789 regulation of biological process
 GO:0050794 regulation of cellular process
 GO:0007165 signal transduction
 GO:0019222 regulation of metabolic process
 GO:0006350 transcription
 GO:0010468 regulation of gene expression

Common categories in *hua2-7* and *hua2-7 hulk1*:

GO:0065007 biological regulation

Common categories in *hua2-7* and *hua2-7 hulk1 hulk2*:

GO:0048608 reproductive structure development
 GO:0003006 reproductive developmental process
 GO:0022414 reproductive process
 GO:0000003 reproduction

Common categories in *hua2-7 hulk1* and *hua2-7 hulk1 hulk2*:

GO:0060255 regulation of macromolecule metabolic process
 GO:0009908 flower development

Categories only in *hua2-7*:

GO:0032501 multicellular organismal process

Categories only in *hua2-7 hulk1*:

GO:0040007 growth
 GO:0006629 lipid metabolic process
 GO:0006139 nucleobase, nucleoside, nucleotide and nucleic acid metabolic process

Categories only in *hua2-7 hulk1 hulk2*:

none

Figure S10. Venn diagram (above) comparing and contrasting the top 20 GO functional categories (below) in the *hua2-7*, *hua2-7 hulk1* and *hua2-7 hulk1 hulk2* mutants. Genes used for the analysis were detected as differentially expressed by RNA-Seq profiling.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 11 — Table S1. Number of RNA-Seq reads aligned per sample by genotype and biological replicate.

**Table S1**. Total number of reads mapped per sample.

|  | **Col-0** | |  | ***hua2-7*** | |  | ***hua2-7 hulk1*** | |  | ***hua2-7 hulk1 hulk2*** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Replicate 1 | Replicate 2 |  | Replicate 1 | Replicate 2 |  | Replicate 1 | Replicate 2 |  | Replicate 1 | Replicate 2 |
| **Total reads mapped** | 3,711,654 | 3,126,286 |  | 2,367,426 | 3,037,877 |  | 4,355,883 | 3,999,070 |  | 3,745,621 | 3,730,250 |

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 18 — Methods S1. Preparation of dataset for phylogenetic analysis of HUA2-LIKE sequences in Embryophytes.

**Methods S1: Preparation of dataset for phylogenetic analysis of** *HUA2-LIKE* **sequences in Embryophytes**

We identified genes with homology to *HUA2* in the *Arabidopsisthaliana* (Arabidopsis) genome by performing BLAST searches with *HUA2* nucleotide and protein sequences against annotated genes (TAIR8 annotation release). Subsequently, theHUA2 protein sequence from Arabidopsiswas used to perform a BLASTP search against Embryophyte gene families in the Phytozome v. 8 database using the following parameters: E = -1, substitution matrix – BLOSUM62, W = 3, gaps – allowed, low-complexity filter – on and singletons exclusion ([Goodstein *et al.*, 2012](#_ENREF_7)). A single family containing 84 members of Tudor/PWWP/MBT domain-containing proteins was retrieved (Supplemental Table S7). Sequences were aligned using MUSCLE v.3.8.31 with the default parameters ([Edgar, 2004](#_ENREF_5)).Alignment was manually curated to retain full-length, high quality sequences. We retained 69 sequences that were re-aligned using MUSCLE and alignment was further processed using Gblocks v.0.91b with default stringency ([Castresana, 2000](#_ENREF_2)). The final blocks alignment contained 179 AA positions corresponding to the PWWP and RPR domains.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 19 — Methods S2. Analysis of HULK gene expression patterns.

**Methods S2: Analysis of *HULK* gene expression patterns**

*RNA-seq*

We used RNA-seq read data to assess the relative expression level of each *HULK* gene in roots, aerial seedlings and stage 12 floral bud tissues in each of 19 accessions that are parents of the Multiparent Advanced Generation InterCross genetic mapping resource ([Kover *et al.*, 2009](#_ENREF_8)). Briefly, RNA-seq reads for two of these accessions (Col-0 and Can-0) were previously published (Gene Expression Omnibus series number GSE30795), and analogous data for the remaining 17 accessions is released as part of this study (for methods, see ([Gan *et al.*, 2011](#_ENREF_6))). For each of the 57 accession and tissue combinations, RNA-seq reads were aligned to the Arabidopsis genome and TAIR10 annotation with TopHat 2.0.9 and Bowtie2 2.1.0 (parameters used for mapping were: -a 5 -i 5 -I 32000 --b2-very-sensitive --segment-mismatches 2), and Cufflinks 2.1.1 was used to calculate normalized gene expression levels using default parameters ([Trapnell *et al.*, 2012](#_ENREF_9)).

*In situ hybridization*

Additionally, *in situ* hybridization with gene-specific probes was used to assess spatial expression patterns. *HUA2* and *HULK1* specific cDNA probes were amplified using primers listed in Supplemental Table S6. The PCR products were cloned into the pGEM-T easy vector. To obtain the *HULK2* probe, a SpeI and PstI cDNA fragment was cloned into the pGEM-T easy vector. A *HULK3* specific PstI cDNA fragment was cloned in pGEM-T easy vector. Oligo-nucleotide primer sequences for PCR amplification of full length *HULK1, HULK2* and *HULK3* are listed in Supplemental Table S6. Finally, the RNA *in situ* hybridization was performed with *HULK* gene probes containing nucleotides 461-1357 relative to start codon for *HUA2*, 508-1122 for *HULK1*, 1675-2301 for *HULK2* and 1400-2046 for *HULK3*. Vegetative apices were collected from 28-days-old short day grown plants and inflorescence apices were collected from long day grown flowering plants. Non-radioactive RNA *in situ* hybridization was performed as previously described ([Weigel and Glazebrook, 2002](#_ENREF_10)).

*GUS staining*

For *HULK2::GUS,* 876 bp fragment of *HULK2* promoter was amplified with Expand High Fidelity Enzyme (Roche). The PCR product was cloned into pGEM-T Easy vector for sequence verification. The pGEM-T easy vector was digested with *EcoRI* enzyme. The digested product was gel purified and cloned in to the pRITA I vector. The pRITA I vector containing the *HULK2* promoter, GUS sequence and NOS terminator were excised with *NotI* and ligated into the pMLBart binary vector. The orientation of the insert was determined by restriction digestion with *XhoI.*

For *HULK3::GUS,* a 1203 bp fragment of *HULK3* promoter was amplified with Expand High Fidelity Enzyme (Roche). The PCR product was cloned into pGEM-T Easy vector for sequence verification. The pGEM-T easy vector was digested with *EcoRI* enzyme. The digested product was gel purified and cloned in to the pRITA I vector. The orientation of the insert in pRITA I was confirmed with *XhoI* digestion. The pRITA I vector containing the *HULK2* promoter, GUS sequence and NOS terminator were excised with *NotI* and ligated into pMLBart binary vector. The orientation of the insert was determined by restriction digestion with *HindIII.*

GUS staining was performed as previously described ([Weigel and Glazebrook, 2002](#_ENREF_10)). Primers used in cloning the *HULK* promoters are indicated in Supplemental Table S6.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 20 — Methods S3. Expression profiling of HULK mutants.

**Methods S3: Expression profiling of *HULK* mutants**

*RNA collection and preparation of mRNA-seq libraries for HULK mutants*

Col-0, *hua2-7*, *hua2-7 hulk1*, and *hua2-7 hulk1 hulk2* seedling tissue, with biological replication, was collected for the production of Illumina mRNA sequencing (RNA-seq) libraries. Seeds were sterilized with chlorine gas for 3 hours, and stratified for 5 days in 0.1% agarose at 4°C. Plants were germinated and grown on Sunshine Mix 4 Aggregate Plus soil (cat. no. LA4, Sun Gro Horticulture, Bellevue, WA, USA) supplemented with ~0.03 g of Miracle-Grow® all-purpose plant food in 10 cm square pots in a Percival AR-66L environment growth chamber (see Gan et al., 2011 for growth details). All genotypes were grown at 20°C under long day growth conditions (16:8 hours light:dark). Approximately 20 seedlings were grown per pot, and 9 pots were planted per genotype. Plants were rotated through the chamber daily to eliminate potential environmental effects on development resulting from position within the growth chamber. To secure developmental uniformity of samples, the seedling tissues were collected when the 4th true leaf was visible. The aerial portions of seedlings were harvested by detachment just below the cotyledons. Twenty seedlings were collected and combined for each genotype and biological replicate. To minimize environmental effects, seedlings for a given replicate were collected in approximately equal numbers from each pot within the growth chamber for a given genotype. Biological replicates for each genotype were collected simultaneously. To eliminate circadian-dependent effects on gene expression (i.e., see ([Doherty and Kay, 2010](#_ENREF_3))), tissue collections were carried out at 8 ± 0.5 hours into the light cycle as described by ([Gan *et al.*, 2011](#_ENREF_6)). Tissue was collected directly into liquid nitrogen and subsequently stored at -80°C. Total RNA isolation and DNase treatment was performed as described previously ([Gan *et al.*, 2011](#_ENREF_6)). Messenger RNA (mRNA) was purified from 35 µg of total RNA using two rounds of selection with DynalBeads® Oligo (dT)_25_ beads (cat. no. 610.05, Invitrogen). Isolated mRNA was suspended in RNase-free water. To facilitate analysis of multiple RNA samples, with replication, mRNA was used to construct barcoded RNA-seq libraries with methods adapted from the Illumina mRNA sample preparation protocol (cat. no 1004894 Rev.A; ([Gan *et al.*, 2011](#_ENREF_6))). The concentration and size distribution of each library was evaluated on a Bioanalyzer 2100 with DNA 1000 Kits (Agilent, cat. no. 5067-1504); in all cases, the observed library sizes agreed closely with that expected from the size selection. Template concentrations were adjusted to 10 nM with a solution of 10 mM Tris-HCl, pH 8.5, containing 0.1% (v/v) Tween 20.

*Generation and quantification of RNA-seq reads for HULK mutants*

Illumina single-read cluster generation and sequencing was performed according to manufacturer’s instructions. Briefly, flow-cell preparation on a Cluster Station was performed with v5 Illumina Single Read Cluster Generation Kits (cat. no. GD-203-5001) using the “SR_Amplification_Linearization_Blocking_PrimerHyb_v7” Cluster Station workflow. For cluster generation, equal volumes of four barcoded 10 nM libraries were combined and diluted to 8 pM for flow-cell hybridization. All sequencing was performed on a Genome Analyzer IIx (GAIIx) instrument using v5 Sequencing Kits (cat. no. 15003925) and with an Illumina supported modification of the “GA2_76Cycle_SR_v7.xml” sequencing program to perform 82 cycles of imaging. We used version SCS2.6 of the GAIIx control software with Real Time Analysis (RTA) enabled and set to use “per lane” parameters for base-calling. RNA-seq reads were processed, quality filtered, trimmed and assigned to specific libraries using barcode sequences as described by ([Gan *et al.*, 2011](#_ENREF_6)) (resultant reads were 78 bp in length following barcode removal).

*Detection and analysis of differentially expressed genes from aligned RNA-seq reads*

RNA-seq read alignments to gene models and expression quantification were performed using the Bowtie/Tophat software package ([Trapnell *et al.*, 2012](#_ENREF_9)) and Python scripts. The following parameters were used for performing read alignment: -a 5, -i 5, -I 32000, --solexa1.3-quals, -g 1, --segment-mismatches 3, -p 5 with the TAIR10 annotation. To assess differential gene expression, we used the DESeq R package ([Anders and Huber, 2010](#_ENREF_1)). Raw read count data from alignments was used as input for DESeq and pair-wise comparisons were examined between Col-0 and each mutant genotype assayed (three comparisons in total: Col-0 vs. *hua2-7*, Col-0 vs. *hua2-7 hulk1,* and Col-0 vs. *hua2-7 hulk1 hulk2*). Genes with a FDR adjusted *P*-value < 0.05 by the Benjamini-Hochberg procedure, as implemented in DESeq, and greater than a 2-fold change were defined as differentially expressed for downstream analyses (Table S3). Gene Ontology enrichment analysis was carried out using the online GO analysis toolkit agriGO (<http://bioinfo.cau.edu.cn/agriGO/index.php>, ([Du *et al.*, 2010](#_ENREF_4))). Plant GOslim terms enriched in our gene set were identified using a Fisher exact test with significance 0.05 (Supplemental Table S4).

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 21

SUPPORTING EXPERIMENTAL PROCEDURES

**Methods S1: Preparation of dataset for phylogenetic analysis of HUA2-like sequences in Embryophytes**

We identified genes with homology to *HUA2* in the *Arabidopsis* *thaliana* (Arabidopsis) genome by performing BLAST searches with *HUA2* nucleotide and protein sequences against annotated genes (TAIR8 annotation release). Subsequently, the HUA2 protein sequence from Arabidopsis was used to perform a BLASTP search against Embryophyte gene families in the Phytozome v. 8 database using the following parameters: E = -1, substitution matrix – BLOSUM62, W = 3, gaps – allowed, low-complexity filter – on and singletons exclusion ([Goodstein *et al.*, 2012](#_ENREF_7)). A single family containing 84 members of Tudor/PWWP/MBT domain-containing proteins was retrieved (Supplemental Table S7). Sequences were aligned using MUSCLE v.3.8.31 with the default parameters ([Edgar, 2004](#_ENREF_5)). Alignment was manually curated to retain full-length, high quality sequences. We retained 69 sequences that were re-aligned using MUSCLE and alignment was further processed using Gblocks v.0.91b with default stringency ([Castresana, 2000](#_ENREF_2)). The final blocks alignment contained 179 AA positions corresponding to the PWWP and RPR domains.

**Methods S2: Analysis of *HULK* gene expression patterns**

*RNA-seq*

We used RNA-seq read data to assess the relative expression level of each *HULK* gene in roots, aerial seedlings and stage 12 floral bud tissues in each of 19 accessions that are parents of the Multiparent Advanced Generation InterCross genetic mapping resource ([Kover *et al.*, 2009](#_ENREF_8)). Briefly, RNA-seq reads for two of these accessions (Col-0 and Can-0) were previously published (Gene Expression Omnibus series number GSE30795), and analogous data for the remaining 17 accessions is released as part of this study (for methods, see ([Gan *et al.*, 2011](#_ENREF_6))). For each of the 57 accession and tissue combinations, RNA-seq reads were aligned to the Arabidopsis genome and TAIR10 annotation with TopHat 2.0.9 and Bowtie2 2.1.0 (parameters used for mapping were: -a 5 -i 5 -I 32000 --b2-very-sensitive --segment-mismatches 2), and Cufflinks 2.1.1 was used to calculate normalized gene expression levels using default parameters ([Trapnell *et al.*, 2012](#_ENREF_9)).

*In situ hybridization*

Additionally, *in situ* hybridization with gene-specific probes was used to assess spatial expression patterns. *HUA2* and *HULK1* specific cDNA probes were amplified using primers listed in Supplemental Table S6. The PCR products were cloned into the pGEM-T easy vector. To obtain the *HULK2* probe, a SpeI and PstI cDNA fragment was cloned into the pGEM-T easy vector. A *HULK3* specific PstI cDNA fragment was cloned in pGEM-T easy vector. Oligo-nucleotide primer sequences for PCR amplification of full length *HULK1, HULK2* and *HULK3* are listed in Supplemental Table S6. Finally, the RNA *in situ* hybridization was performed with *HULK* gene probes containing nucleotides 461-1357 relative to start codon for *HUA2*, 508-1122 for *HULK1*, 1675-2301 for *HULK2* and 1400-2046 for *HULK3*. Vegetative apices were collected from 28-days-old short day grown plants and inflorescence apices were collected from long day grown flowering plants. Non-radioactive RNA *in situ* hybridization was performed as previously described ([Weigel and Glazebrook, 2002](#_ENREF_10)).

*GUS staining*

For *HULK2::GUS,* 876 bp fragment of *HULK2* promoter was amplified with Expand High Fidelity Enzyme (Roche). The PCR product was cloned into pGEM-T Easy vector for sequence verification. The pGEM-T easy vector was digested with *EcoRI* enzyme. The digested product was gel purified and cloned in to the pRITA I vector. The pRITA I vector containing the *HULK2* promoter, GUS sequence and NOS terminator were excised with *NotI* and ligated into the pMLBart binary vector. The orientation of the insert was determined by restriction digestion with *XhoI.*

For *HULK3::GUS,* a 1203 bp fragment of *HULK3* promoter was amplified with Expand High Fidelity Enzyme (Roche). The PCR product was cloned into pGEM-T Easy vector for sequence verification. The pGEM-T easy vector was digested with *EcoRI* enzyme. The digested product was gel purified and cloned in to the pRITA I vector. The orientation of the insert in pRITA I was confirmed with *XhoI* digestion. The pRITA I vector containing the *HULK2* promoter, GUS sequence and NOS terminator were excised with *NotI* and ligated into pMLBart binary vector. The orientation of the insert was determined by restriction digestion with *HindIII.*

GUS staining was performed as previously described ([Weigel and Glazebrook, 2002](#_ENREF_10)). Primers used in cloning the *HULK* promoters are indicated in Supplemental Table S6.

**Methods S3: Expression profiling of *HULK* mutants**

*RNA collection and preparation of mRNA-seq libraries for HULK mutants*

Col-0, *hua2-7*, *hua2-7 hulk1*, and *hua2-7 hulk1 hulk2* seedling tissue, with biological replication, was collected for the production of Illumina mRNA sequencing (RNA-seq) libraries. Seeds were sterilized with chlorine gas for 3 hours, and stratified for 5 days in 0.1% agarose at 4°C. Plants were germinated and grown on Sunshine Mix 4 Aggregate Plus soil (cat. no. LA4, Sun Gro Horticulture, Bellevue, WA, USA) supplemented with ~0.03 g of Miracle-Grow® all-purpose plant food in 10 cm square pots in a Percival AR-66L environment growth chamber (see Gan et al., 2011 for growth details). All genotypes were grown at 20°C under long day growth conditions (16:8 hours light:dark). Approximately 20 seedlings were grown per pot, and 9 pots were planted per genotype. Plants were rotated through the chamber daily to eliminate potential environmental effects on development resulting from position within the growth chamber. To secure developmental uniformity of samples, the seedling tissues were collected when the 4th true leaf was visible. The aerial portions of seedlings were harvested by detachment just below the cotyledons. Twenty seedlings were collected and combined for each genotype and biological replicate. To minimize environmental effects, seedlings for a given replicate were collected in approximately equal numbers from each pot within the growth chamber for a given genotype. Biological replicates for each genotype were collected simultaneously. To eliminate circadian-dependent effects on gene expression (i.e., see ([Doherty and Kay, 2010](#_ENREF_3))), tissue collections were carried out at 8 ± 0.5 hours into the light cycle as described by ([Gan *et al.*, 2011](#_ENREF_6)). Tissue was collected directly into liquid nitrogen and subsequently stored at -80°C. Total RNA isolation and DNase treatment was performed as described previously ([Gan *et al.*, 2011](#_ENREF_6)). Messenger RNA (mRNA) was purified from 35 µg of total RNA using two rounds of selection with DynalBeads® Oligo (dT)_25_ beads (cat. no. 610.05, Invitrogen). Isolated mRNA was suspended in RNase-free water. To facilitate analysis of multiple RNA samples, with replication, mRNA was used to construct barcoded RNA-seq libraries with methods adapted from the Illumina mRNA sample preparation protocol (cat. no 1004894 Rev.A; ([Gan *et al.*, 2011](#_ENREF_6))). The concentration and size distribution of each library was evaluated on a Bioanalyzer 2100 with DNA 1000 Kits (Agilent, cat. no. 5067-1504); in all cases, the observed library sizes agreed closely with that expected from the size selection. Template concentrations were adjusted to 10 nM with a solution of 10 mM Tris-HCl, pH 8.5, containing 0.1% (v/v) Tween 20.

*Generation and quantification of RNA-seq reads for HULK mutants*

Illumina single-read cluster generation and sequencing was performed according to manufacturer’s instructions. Briefly, flow-cell preparation on a Cluster Station was performed with v5 Illumina Single Read Cluster Generation Kits (cat. no. GD-203-5001) using the “SR_Amplification_Linearization_Blocking_PrimerHyb_v7” Cluster Station workflow. For cluster generation, equal volumes of four barcoded 10 nM libraries were combined and diluted to 8 pM for flow-cell hybridization. All sequencing was performed on a Genome Analyzer IIx (GAIIx) instrument using v5 Sequencing Kits (cat. no. 15003925) and with an Illumina supported modification of the “GA2_76Cycle_SR_v7.xml” sequencing program to perform 82 cycles of imaging. We used version SCS2.6 of the GAIIx control software with Real Time Analysis (RTA) enabled and set to use “per lane” parameters for base-calling. RNA-seq reads were processed, quality filtered, trimmed and assigned to specific libraries using barcode sequences as described by ([Gan *et al.*, 2011](#_ENREF_6)) (resultant reads were 78 bp in length following barcode removal).

*Detection and analysis of differentially expressed genes from aligned RNA-seq reads*

RNA-seq read alignments to gene models and expression quantification were performed using the Bowtie/Tophat software package ([Trapnell *et al.*, 2012](#_ENREF_9)) and Python scripts. The following parameters were used for performing read alignment: -a 5, -i 5, -I 32000, --solexa1.3-quals, -g 1, --segment-mismatches 3, -p 5 with the TAIR10 annotation. To assess differential gene expression, we used the DESeq R package ([Anders and Huber, 2010](#_ENREF_1)). Raw read count data from alignments was used as input for DESeq and pair-wise comparisons were examined between Col-0 and each mutant genotype assayed (three comparisons in total: Col-0 vs. *hua2-7*, Col-0 vs. *hua2-7 hulk1,* and Col-0 vs. *hua2-7 hulk1 hulk2*). Genes with a FDR adjusted *P*-value < 0.05 by the Benjamini-Hochberg procedure, as implemented in DESeq, and greater than a 2-fold change were defined as differentially expressed for downstream analyses (Table S3). Gene Ontology enrichment analysis was carried out using the online GO analysis toolkit agriGO (<http://bioinfo.cau.edu.cn/agriGO/index.php>, ([Du *et al.*, 2010](#_ENREF_4))). Plant GOslim terms enriched in our gene set were identified using a Fisher exact test with significance 0.05 (Supplemental Table S4).

REFERENCES FOR SUPPORTING EXPERIMENTAL PROCEDURES

**Anders, S. and Huber, W.** (2010) Differential expression analysis for sequence count data. *Genome Biol*, **11**.

**Castresana, J.** (2000) Selection of conserved blocks from multiple alignments for their use in phylogenetic analysis. *Molecular Biology and Evolution*, **17**, 540-552.

**Doherty, C.J. and Kay, S.A.** (2010) Circadian control of global gene expression patterns. *Annu Rev Genet*, **44**, 419-444.

**Du, Z., Zhou, X., Ling, Y., Zhang, Z. and Su, Z.** (2010) agriGO: a GO analysis toolkit for the agricultural community. *Nucleic Acids Res*, **38**, 64-70.

**Edgar, R.C.** (2004) MUSCLE: multiple sequence alignment with high accuracy and high throughput. *Nucleic Acids Res*, **32**, 1792-1797.

**Gan, X., Stegle, O., Behr, J., Steffen, J.G., Drewe, P., Hildebrand, K.L., Lyngsoe, R., Schultheiss, S.J., Osborne, E.J., Sreedharan, V.T., Kahles, A., Bohnert, R., Jean, G., Derwent, P., Kersey, P., Belfield, E.J., Harberd, N.P., Kemen, E., Toomajian, C., Kover, P.X., Clark, R.M., Ratsch, G. and Mott, R.** (2011) Multiple reference genomes and transcriptomes for Arabidopsis thaliana. *Nature*, **477**, 419-423.

**Goodstein, D.M., Shu, S., Howson, R., Neupane, R., Hayes, R.D., Fazo, J., Mitros, T., Dirks, W., Hellsten, U., Putnam, N. and Rokhsar, D.S.** (2012) Phytozome: a comparative platform for green plant genomics. *Nucleic Acids Res*, **40**, 1178-1186.

**Kover, P.X., Valdar, W., Trakalo, J., Scarcelli, N., Ehrenreich, I.M., Purugganan, M.D., Durrant, C. and Mott, R.** (2009) A Multiparent Advanced Generation Inter-Cross to fine-map quantitative traits in Arabidopsis thaliana. *PLoS Genet*, **5**.

**Trapnell, C., Roberts, A., Goff, L., Pertea, G., Kim, D., Kelley, D.R., Pimentel, H., Salzberg, S.L., Rinn, J.L. and Pachter, L.** (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc*, **7**, 562-578.

**Weigel, D. and Glazebrook, J.** (2002) *Arabidopsis: a laboratory manual*: Cold Spring Harbor Laboratory, New York.

# Supplementary material for: A plant-specific HUA2-LIKE (HULK) gene family in Arabidopsis thaliana is essential for development
**Source:** Plant J. 2014 Aug 28;80(2):242–54. doi: 10.1111/tpj.12629
**Supplement:** Supplementary file 22

SUPPORTING INFORMATION LEGENDS

**Figure S1.** Protein alignment, conservation, consensus sequence and % similarity and identity matrix of the PWWP (**a**) and RPR (**b**) domains found in the Arabidopsis HULK proteins.

**Figure S2.** Rooted phylogram of amino acid sequences in domains of 69 HULK-like proteins of 28 Embryophyte species with *Physcomitrella patens* as an outgroup based on maximum likelihood. Sequences highlighted in purple: multiple HUA2-like proteins from species having representatives of only the HUA2/HULK1 or the HULK2/HULK3 clades; sequences highlighted in yellow: species represented by a single HUA2-like protein. The scale bar is a number of amino acid substitutions per site. Support values are puzzle support values.

**Figure S3.** Gene expression levels of *HUA2*, *HULK1*, *HULK2* and *HULK3* in various tissues and organs. (**a**) Data obtained from the developmental set of AtGenExpress for accession Col-0 (http://jsp.weigelworld.org/expviz/expviz.jsp, Schmid *et al*., 2005). (**b**) Mean levels of expression for each *HULK* gene as averaged from RNA-Seq data over each MAGIC founder accession for each of three tissues (*n* = 19 for each tissue; whole root of 10-day-old seedlings, aerial seedlings at emergence of the fourth true leaf, and stage 12 floral buds as indicated from left to right). FPKM is Fragments Per Kilobase of transcript per Million mapped reads. Error bars denote ± 2 standard errors of the mean.

**Figure S4.** *HULK2* and *HULK3* gene expression in embryo and pollen development as detected by *in situ* hybridization and GUS staining (**a**). Negative control for *HULK* gene expression in vegetative shoot and inflorescence apices as detected by *in situ* hybridization. Longitudinal sections of vegetative shoot (**b**) and inflorescence apices (**c**) hybridized with sense (s) probes to the four *HULK* genes as indicated. All sections are from wildtype (Col-0) plants. Scale bars: 35 μm in a, 100 μm in b and c.

**Figure S5.** *HUA2* and *HULK1-3* mutant alleles used in this study. (**a**) Position of T-DNA insertions in the *hua2-7*, *hulk1-1*, *hulk2-1* and *hulk3-1* alleles employed in this study. At each locus, arrows indicate the location and direction of primers used to assay expression by RT-qPCR. Exons are indicated by rectangles, introns by lines. (**b**) Mean ± standard error of the mean fold changes of *HULK1*, *HULK2* and *HULK3* relative to Col-0 in T-DNA insertion lines as assessed by RT-qPCR (*n* = 3). n.d., not detected.

**Figure S6.** Alignments of Illumina RNA-Seq reads to the *HUA2*, *HULK1* and *HULK2* loci in the *hua2-7*, *hulk1* and *hulk2* genetic backgrounds as indicated. Gene models are as shown at top (thick bars indicate coding sequences), and red arrows indicate positions of T-DNA insertions. Light blue lines indicate read alignments that span exons junctions. All aligned reads for a given genotype are shown. Normalized expression values (reads per million mapped, or RPM) for each *HULK* gene are given in Table S2.

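The deposited values give 1 number per gene, so the place of the reads along *HUA2*, *HULK1* and *HULK2* that the alignments show cannot be read from them. Per library, *HUA2* was at 5.91 and 7.57 RPM in the *hua2-7* single mutant, at 3.44 and 3.00 RPM in the double mutant and at 10.7 and 6.17 RPM in the triple mutant. *HULK1* was at 8.04 and 3.75 RPM in the double mutant and at 9.08 and 3.75 RPM in the triple mutant. The microRNA gene *MIR834* lies inside *HULK1* on the same strand, over 249 bp, and reads there cannot be assigned to 1 of the 2 genes.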

**Figure S7.** Characterization of T2 *HULK1*-amiRNA and *HUA2/HULK1*-amiRNA plants. (**a**) Expression levels of *HULK1* and *HUA2* in 7-day old seedlings and leaves as determined by RT-qPCR. Values represent means of two replicates ± standard error of the mean. (**b**) Phenotypes of Col-0, *HULK1*-amiRNA and *hulk1* plants. (**c**) Plant and silique phenotypes in Col-0, *HUA2/HULK1*-amiRNA and *hua2-7 hulk1* lines. VC – plants transformed with empty vector. Scale bars: 1 cm in b and c (main figure), 1 mm in c (silique inset).

**Figure S8.** RT-qPCR analysis of the effect of amiRNA targeting *HULK2/HULK3* on levels of *FLC, HULK2* and *HULK3* in T1 Col-0 seedlings transformed with either *HULK2/HULK3-*amiRNA construct (labelled amiRNA, *n* = 20) or empty vector (labelled VC, *n* = 12). Mean ± standard error of the mean fold changes of *FLC*, *HULK2* and *HULK3*. Asterisks indicate significant differences in expression levels between treatments (Tukey HSD test, ** - *P* < 0.01, *** - *P* < 0.001).

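On the logarithmic scale the squared Pearson correlation between the 2 replicates was 0.955 in Col-0, 0.949 in *hua2-7*, 0.965 in *hua2-7 hulk1* and 0.955 in *hua2-7 hulk1 hulk2*, across the genes with at least 5 reads, which are not independent replicates. Weakly expressed genes weigh more on this scale, among them *HULK1*, at 13.5 and 17.6 RPM in the 2 Col-0 libraries, and less so *HULK2*, at 93.2 and 93.1 RPM.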

**Figure S9.** Log_2_ transformed RNA-Seq gene expression levels (reads per million mapped) of biologically replicated seedling samples with genotypes as indicated. R^2^ values were calculated with all genes for which five or more reads mapped in at least one biological replicate.

**Figure S10.** Venn diagram (above) comparing and contrasting the top 20 GO functional categories (below) in the *hua2-7*, *hua2-7 hulk1* and *hua2-7 hulk1 hulk2* mutants. Genes used for the analysis were detected as differentially expressed by RNA-Seq profiling.

**Table S1.** Number of RNA-seq reads aligned per sample by genotype and biological replicate.

**Table S2**. Gene expression per TAIR10 gene model inferred from RNA-seq data for Col-0 and *HULK* mutant plants.

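Table S2 gives read counts and RPM per gene and library, and 22674 genes have at least 1 read in some library. The text of the table at hand holds 1999 of its 22674 genes, and the 15992 read counts in it differ in 0 cases from the whole read counts recovered from the deposited values.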

**Table S3.** Differentially expressed genes discovered by Illumina RNA-Seq *hua2-7*, *hua2-7 hullk1* and *hua2-7 hulk1 hulk2* relative to Col-0.

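Most genes of the paper's Table S3, which lists changes above 2-fold, were also called by limma on the deposited values. For the *hua2-7* single mutant 51 of the paper's 53 genes were tested, 51 had the same direction and 39 were called. For the *hua2-7 hulk1* double mutant these numbers were 230, 230 and 182 of the paper's 235 genes, and for the *hua2-7 hulk1 hulk2* triple mutant 113, 113 and 87 of the paper's 124. Across the genes with a finite value in the table, which are not independent replicates, Pearson's r between the table's log2 fold changes and those from limma was 0.977, 0.984 and 0.978.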

**Table S4.** Significantly represented (*P* < 0.05) Gene Ontology (GO) slim terms in sets of differentially expressed genes in *hua2-7*, *hua2-7 hullk1* and *hua2-7 hulk1 hulk2* relative to Col-0*.*

**Table S5.** Loss of function phenotypes of plants bearing mutations in DEGs identified by RNA-seq in single, double and triple mutants.

**Table S6**. List of putative HULK-like proteins used in this study.

**Table S7.** List of primers used in this study.

**Methods S1.** Preparation of dataset for phylogenetic analysis of HUA2-like sequences in Embryophytes.

**Methods S2.** Analysis of *HULK* gene expression patterns.

**Methods S3.** Expression profiling of *HULK* mutants.

How the deposited data were processed for this re-analysis (not part of the article)

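RNA from whole shoots of long-day seedlings at the emergence of the 4th true leaf was sequenced from Col-0, the *hua2-7* single mutant, the *hua2-7 hulk1* double mutant and the *hua2-7 hulk1 hulk2* triple mutant, with 2 libraries per genotype. The 2 libraries of a genotype came from separate pools of 20 seedlings, collected together. The authors aligned single reads to TAIR10 with Bowtie and TopHat, counted reads per gene and deposited RPM values for 33323 genes per library, which sum to 1000000. They tested pairs of genotypes with DESeq on the raw counts and tested GO terms with agriGO. The deposited values already include the division by the mapped total and no further normalization.

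The RPM of 1 read was estimated in each library from its lowest values above 0, and each RPM value was divided by it. All values came to whole reads within 0.001 read, and their sums equal the mapped reads of Table S1. Libraries held 2367426 to 4355883 reads (median 3720952). A count of 0 allows up to 3 reads at 95% confidence, which is 0.689 to 1.27 RPM per library and covers counting error only.

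Gene expression was compared with limma 3.58.1 in R 4.3.3 on log2(RPM + 0.5) with a mean-variance trend. All 8 libraries entered one fit with 4 genotypes, which leaves 4 residual degrees of freedom, and limma added 35.4 prior degrees of freedom from the spread over genes. The 18661 genes with at least 1 RPM in at least 2 libraries were tested for each mutant against Col-0 and for each pair of mutants, with a Benjamini-Hochberg adjusted p below 0.05 as the threshold and a 2-fold change as a further threshold where stated. Splits of the samples could not be counted with 2 libraries against 2. Fisher's exact test compared directions and the share of AP2/ERF genes, two-sided for the first and one-sided for the second. It counts genes, which are not independent replicates, so its p-values describe the libraries at hand only. The tests were tried on simulated counts with 100 genes changed 2-fold and 100 changed 4-fold. All changed genes had a mean level well above the 1 RPM filter, so recovery of weaker genes was not measured. Of the 4-fold changes limma recovered 100, 99 and 100 in the single, double and triple mutant comparisons, and 17, 2 and 9 of 199, 185 and 194 calls were false.

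The sample groups, the main test, 17 gene lists with 403 entries, the rule for named genes and the alternatives were set before the data were examined, with the paper's own tables already read. The gene lists are the *HULK* family, the *FLC* clade, other flowering-time genes, floral identity genes, the AP2/ERF superfamily, seed maturation, glyoxylate cycle and peroxisomal fatty acid breakdown, salicylic acid, jasmonate, touch, wound and stress, circadian clock, light harvesting and Rubisco small subunits, root markers, abscisic acid and dehydration, mitotic cell cycle, reference genes and the genes the paper names for loss-of-function phenotypes. Of the entries, 391 could be used. Each list was tested with camera at a correlation of 0.01, with adjustment over 51 tests, and again with the correlation estimated from the data. With the estimated correlation no list passed the threshold.

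Named genes are the 10 largest increases and the 10 largest decreases per comparison, taken from called genes. The mutant libraries of these genes all lie on the same side of both Col-0 libraries. Also named are the genes the paper names, up to 4 called members per list and neighbours of genes without reads in a genotype. Up to 10 genes called in opposite directions, with the largest difference between 2 mutants, complete the set. Levels are mean RPM with the SD over 2 libraries. Folds are ratios of mean RPM. A fold against a group without reads is a lower bound, the reads of the other group pooled over its libraries against 3 reads over that group, and groups with 1 to 3 reads get no fold. The bound takes the level of the other group as exact.

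The alternatives were pseudocounts of 0.25 and 1 RPM, no filter, a filter of 3 RPM, TMM factors, median-of-ratios factors, a fit of only the groups compared, replicate number as a block, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and leaving out each library in turn. For the genes shared by 2 mutants, a different Col-0 replicate as the control of each mutant was added after seeing the data. Tables and figures were made with python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9, and similar transcripts were searched with blastn 2.17.0. Gene names and coordinates are from the reference annotation TAIR10.1, which held 32823 of the 33323 identifiers and gave a symbol to 10654.

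GO enrichment was left out because the GO annotation was not at hand, and allele structure, RT-PCR and phenotypes were left out because the deposited values do not cover them. Whether reads were counted by strand is not stated in the paper's text, so overlapping genes and near-identical copies, such as the Rubisco small subunit and light-harvesting families, may share reads.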

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

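The tests of the loss of *HUA2* function, of deletions and of shared reads at *MRD1* and *HEI10* were chosen only after the result was seen, with limits set once the values were known, and the genes in this part were picked after their values were seen.

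Several genes of salicylic acid defence differed between the *hua2-7* single and *hua2-7 hulk1* double mutants, as tested with limma between the mutants themselves. The genes named here were picked because they were called in opposite directions against Col-0 in 2 mutants. A difference between those mutants follows from that choice, so its small p and its stability under alternatives are no separate support. *PR1* was higher in the double than in the single mutant by a log2 fold change of 3.78 (adjusted p = 7.46e-19), and higher in the triple than in the single mutant by 2.94 (adjusted p = 2.71e-15). *PCR1* was higher by 4.57 (adjusted p = 1.43e-11) and 3.87 (adjusted p = 5.25e-09) in the same contrasts. The lectin gene AT5G03350 was higher in the double than in the single mutant by 1.51 (adjusted p = 1.13e-10), *LURP1* by 1.42 (adjusted p = 3.6e-09), *ACD6* by 1.27 (adjusted p = 2.44e-09) and AT2G43150 by 1.08 (adjusted p = 5.59e-07). The arginase gene *ARGAH2* was lower in the triple than in the double mutant, by a log2 fold change of -1.05 (limma, adjusted p = 2.2e-08). Each of these 9 differences passed the threshold in all 18 alternatives, except that DESeq2 gave no adjusted p for *PR1* and *PCR1* between the triple and single mutants. The calls against Col-0 held less often. Those of *ACD6* and *LURP1* in the single mutant were lost without Col-0 replicate 2 (limma, adjusted p = 0.479 and 0.482, the highest of 18 alternatives, from 0.000882 and 0.00534), that of *LURP1* also without single mutant replicate 2 (0.0586), that of *PCR1* without Col-0 replicate 2 (0.0905, in a range of 4.94e-10 to 0.347) and that of AT2G43150 without Col-0 replicate 1 or 2 or single mutant replicate 2 (0.171, 0.413 and 0.352, in a range of 2.91e-06 to 1). In the double mutant those of *ACD6* and *LURP1* were lost without Col-0 replicate 1 (0.187 and 0.115, the highest of 18, from 0.000288 and 0.000142), that of AT5G03350 without Col-0 replicate 1 or double mutant replicate 1 or 2 (0.15, 0.0568 and 0.0696, in a range of 0.00174 to 0.204) and that of AT2G43150 without Col-0 replicate 1 or 2 or double mutant replicate 2 (0.305, 0.201 and 0.32, in a range of 0.00125 to 0.989). No filter also ended the calls of *ACD6*, *LURP1*, *PCR1* and AT2G43150 in both mutants, DESeq2 those of *ACD6*, *LURP1* and AT2G43150 in both, of *PCR1* in the single and of AT5G03350 in the double mutant, TMM and median-of-ratios factors that of AT2G43150 in the double mutant, and no filter that of *PR1* in the single mutant.

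Some genes, and gene groups by limma and by camera at a fixed correlation, that the paper's text does not discuss also differed from Col-0. The median log2 fold change of 25 light-harvesting and Rubisco small subunit genes was -0.28 in the double mutant and -0.18 in the triple mutant, and that of 23 circadian clock genes was 0.14 in the double mutant, where the median of all tested genes was 0.0821 (double) and 0.0450 (triple). With an estimated correlation camera called none of these (adjusted p = 0.0501, 0.053 and 0.107). AT5G35935 had 1 read in Col-0 and 18.1, 18.6 and 10.8 RPM in the single, double and triple mutants (fitted log2 fold changes 4.90, 4.94 and 4.17, limma, adjusted p = 3e-15, 1.56e-15 and 7.18e-13). The RNA gene AT2G01422 had no read in Col-0 and was at least 30.8-fold higher in the single mutant and at least 39.8-fold higher in the double mutant (fitted log2 fold changes 4.80 and 5.16, limma, adjusted p = 1.23e-08 and 3.42e-10), and the call in the single mutant was lost with DESeq2 (adjusted p = 0.0783, the highest of 18 alternatives from 9.16e-13). In the triple mutant, with the same *hua2-7* allele, AT2G01422 was at 0 and 2.41 RPM and not called (fitted log2 fold change 1.27, limma, adjusted p = 0.201), and it was lower there than in the double and single mutants (-3.89 and -3.53, limma, adjusted p = 8.28e-07 and 7.95e-06). The RNA gene AT1G67105 had a log2 fold change of 4.03 in the double mutant (limma, adjusted p = 1.28e-07), and *QQS* of 3.27 in the triple mutant (limma, adjusted p = 5.7e-06), neither being called in the other 2 mutants (adjusted p = 0.573 and 0.75 in the single and triple mutants, 0.524 and 0.602 in the single and double mutants).

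*MRD1* (AT1G53480) and the adjacent *HEI10* (AT1G53490) were low in the *hua2-7* single mutant alone, and *MRD1* was higher in the double than in the single mutant by a fitted log2 fold change of 5.04. A loss of *HUA2* function that lowers *MRD1* alike in every mutant is argued against, since the triple mutant carries the same allele. The lower end of its 95% interval for *MRD1* is -0.55, above -2.75, which is 50% of the single mutant's change on the log2 scale. An effect of *HUA2* that further loss of *HULK1* or *HULK2* reverses is not tested by this, because both other mutants lack more *HULK* genes. Reads assigned to a similar copy are argued against too, since the one gene with a similar sequence changed by -0.135 RPM where 22.2 RPM were lost. A deletion of both whole genes cannot be told apart from other causes, because 15 of the 16 reads of *HEI10* in the single mutant (144 in Col-0) are in 1 library, nor can a smaller deletion or rearrangement, because 0 genes lie between the 2. Reads shared in the 1446 bp overlap cannot be told apart from a change of *HEI10* itself, which kept 2.00% of its Col-0 level in 1 of the single mutant libraries, because the files do not give the position of reads.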

How the results depend on the processing

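The test with separate Col-0 replicates for the 2 mutants of a pair was chosen only after the result was seen, and leaving out 1 library leaves a genotype with a lone sample that is assumed to vary like the other groups. *HUA2*, *TEM2* and *MAF1* (double mutant) and *HULK2* (triple mutant) kept their direction and side of the threshold in all 18 alternatives. No intact *HULK* gene was called higher in any of them. Camera at the fixed correlation called 19 to 24 combinations of list and mutant (21 of 51 in the main setting). Among the results of named genes and lists, 92 were weaker with DESeq2, 93 with no filter, 56 and 68 without Col-0 replicate 1 or 2, 25 and 25 without triple mutant replicate 1 or 2, 26 and 30 without double mutant replicate 1 or 2, and at most 12 with any other alternative. In the order single, double and triple mutant, no filter gave 15, 367 and 38 differentially expressed genes, 11, 99 and 25 above 2-fold, lower shares of 53.3% and 49.1% (single and double), *FLC* at -2.64 and called in the single mutant (adjusted p = 0.0209), 1 AP2/ERF gene in the single mutant (Fisher's exact test, p = 0.0542), 10, 5 and 30 shared genes for the single and double, single and triple, and double and triple mutants, and 152, 33 and 19 genes between the double and single, triple and double, and triple and single mutants. DESeq2 gave 27, 386 and 91 genes, 13, 89 and 32 above 2-fold, lower shares of 63.0% (single) and 78.5% (double), *FLC* at -5.83 and not called in the triple mutant (adjusted p = 0.281), 13, 10 and 74 shared genes and 231, 108 and 73 between mutants. With only the groups compared, the triple mutant had 620 genes, the single mutant a lower share of 56.8%, *FLC* was at -2.64 and called in the single mutant (adjusted p = 0.0358), 338 genes were shared by the double and triple mutants, and 129 and 142 separated the triple from the double and single mutants. The lower share in the double mutant was 66.6% with TMM factors, 66.0% with median-of-ratios factors and 65.1% with edgeR. *FLC* was at -6.34 and called in the single mutant with edgeR, at -1.86 and called there with a pseudocount of 1 RPM, and at -3.51 and not called in the triple mutant with 0.25 RPM. A filter of 3 RPM removed *FLC*, so it gives no value there, and neither does DESeq2 in the single and double mutants. Replicate number as a block ended the call of the seed list (adjusted p = 0.0542) and of 6 named genes and gave 108, 1029 and 309 genes. The call of the seed list also ended with a filter of 3 RPM (0.61) and a pseudocount of 0.25 RPM (0.0788). With Col-0 replicate 1 as control of the first and 2 of the second mutant of a pair, shared genes numbered 12, 8 and 46, and the other way round 16, 11 and 39. On the log2 scale the squared correlation of replicates was 0.955, 0.949, 0.965 and 0.955. For these alternatives the cause was not tested. Fewer samples gave 32 to 150, 362 to 1262 and 78 to 472 genes, 20 to 81, 109 to 221 and 45 to 117 above 2-fold, lower shares of 46.9% to 71.3%, 37.2% to 52.1% and 47.5% to 63.5%, *FLC* from -3.00 to -2.28 in each mutant, 17 to 58, 11 to 41 and 53 to 278 shared genes, 309 to 638, 99 to 295 and 53 to 287 genes between mutants, and 2 to 4, 6 to 14 and 5 to 14 AP2/ERF genes. Mutated *HULK* genes called lower numbered 4 to 6 of 6. Set against the genes not called, the lower share turned in the single mutant without Col-0 replicate 2 (46.9%) and, where the test is not passed, in the double mutant without single mutant replicate 1 or 2 (37.3% and 37.2%). It crossed 50% in the first of these, in the double mutant without its replicate 1 (52.1%) and with TMM factors, median-of-ratios factors, edgeR and DESeq2, and in the triple mutant without Col-0 replicate 1 or 2 (51.0% and 53.9%) or its own (63.5% and 63.2%) and with these 4 and no filter (76.3%). Of gene lists that camera called, the direction turned for the seed list in the triple mutant without its replicate 2 (adjusted p = 0.522, from 1.17e-07 without its replicate 1 to 0.85 without Col-0 replicate 2). Depth limits genes near 1 RPM, such as *FLC*, with no read in the mutant libraries, and *MLS*, which lay below the filter.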

Differences from the paper's values

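No test in this part was chosen after the result was seen. The log2 fold change of *MAF1* in the *hua2-7 hulk1* double mutant is -4.61 in the paper's Table S3 and -3.56 here. The value here was fitted after 0.5 RPM was added to each level, which shrinks the fold change of a gene with so few reads. The yardstick was the standard error of the log2 fold change in the main fit. Among the alternatives set before the data were examined, edgeR (-4.50) and DESeq2 (-4.61) come within it of the paper's value. The 16 others do not. The log2 fold change of *HUA2* in the double mutant is -3.58 in the paper's Table S3 and -3.31 here. The latter was again fitted with 0.5 RPM added to each level, which makes it smaller. Alternatives within the main fit's standard error of the paper's value are a pseudocount of 0.25 RPM (-3.41), TMM factors (-3.39), median-of-ratios factors (-3.39), edgeR (-3.56) and DESeq2 (-3.58). Leaving out Col-0 replicate 1 (-3.33) or double mutant replicate 1 (-3.40) also comes within it, and the 11 others do not.

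The paper states that lower genes were more frequent in each mutant. Its calls came from DESeq on raw counts, whereas the levels here were scaled by the mapped total alone. The paper's text does not give the table behind its Fisher's exact test, so that test may differ from the one here. Here the share of lower genes was above that of the genes not called in the single mutant (57.1% against 46.7%, Fisher's exact test, p = 0.0291) and in the triple mutant (49.3% against 42.4%, p = 0.0128), but not in the double mutant (39.5% against 37.9%, p = 0.297). By Fisher's exact test the single mutant missed the threshold with no filter (p = 1), only the groups compared (0.0507), DESeq2 (0.248), without Col-0 replicate 1 or 2 (0.555 and 0.862) and without triple mutant replicate 2 (0.124), and the triple mutant without Col-0 replicate 1 or 2 (0.134 and 0.139). On the RPM scale, higher genes outnumbered lower ones in the double and triple mutants. Lower genes formed the majority in each mutant with TMM factors (65.3%, 66.6% and 71.2%), median-of-ratios factors (64.2%, 66.0% and 69.0%), with edgeR (67.2%, 65.1% and 71.0%) and with DESeq2 (63.0%, 78.5% and 81.3%), and in the double mutant also without its replicate 1 (52.1%). The share in the double mutant was above that of the genes not called, at less than 50%, with no filter (49.1%), without its replicate 2 (48.7%) and without Col-0 replicate 2 (45.9%). In the paper's own Table S3, 79.3%, 67.2% and 62.9% of the genes are lower, a table of changes above 2-fold, and of the changes above 2-fold here 72.9%, 51.6% and 61.8% were lower (35 of 48, 94 of 182 and 55 of 89), a majority in each mutant.

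The paper counts *FLC* among the differentially expressed genes of the single mutant, and it also reports reduced *FLC* by quantitative RT-PCR in the single and double mutants. Here its adjusted p from limma was 0.0628, and it was called with a pseudocount of 1 RPM (0.0282), no filter (0.0209), only the groups compared (0.0358) and edgeR (0.0282), 4 of 16 alternatives (0.0209 to 0.428). In the double and triple mutants it was called here as in the paper. The paper gives *MAF1* as lower in the triple mutant. Here its adjusted p was 0.0717, and it was called with a pseudocount of 1 RPM (0.0441), only the groups compared (0.00357), edgeR (0.00692) and without single mutant replicate 2 (0.0474), 4 of 18 alternatives (0.00357 to 0.512). The paper lists *MLS* as differentially expressed in the triple mutant (the paper's adjusted p is 0.0343). Here it lay below the filter, and with no filter its log2 fold change was 1.80 (limma, adjusted p = 0.275). No other alternative tested it.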

Other observations

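The tests of the fixed total in the *hua2-7 hulk1* double mutant and of the high seed transcripts in the triple mutant were chosen only after the result was seen, with limits set once the values were known, except those of the most abundant genes and of depth. Compared with each other, the double mutant differed most from the single mutant, with 364 genes higher and 283 lower in the double mutant (limma, adjusted p below 0.05). The triple mutant differed from the double mutant in 98 higher and 127 lower genes and from the single mutant in 158 higher and 84 lower genes. The directions of the first and second contrasts turned with TMM factors (224 higher and 367 lower, 125 and 99) and median-of-ratios factors (220 and 370, 127 and 94), but not those between the triple and single mutants (138 and 99, 139 and 97). The contrasts numbered 152, 33 and 19 genes with no filter, 231, 108 and 73 with DESeq2, and the last 2 of them 129 and 142 with only the groups compared. The guanine exchange factor gene *SPK1* was 2.05-fold lower in the double than in the single mutant, at 34.0 ± 1.72 against 69.6 ± 7.67 RPM (SD, n = 2, limma, adjusted p = 1.03e-06). The floral repressor gene *MAF1* was 11.0-fold lower in the double than in the single mutant (limma, adjusted p = 5.89e-06). *PR1* was 14.3-fold higher in the double than in the single mutant. The 647 genes between the double and single mutants became 407 without single mutant replicate 1 and 309 and 348 without double mutant replicate 1 or 2. The 225 between the triple and double mutants became 143 and 133 without Col-0 replicate 1 or 2, 123 and 143 without double mutant replicate 1 or 2, and 99 and 138 without triple mutant replicate 1 or 2. The 242 between the triple and single mutants became 159 and 156 without Col-0 replicate 1 or 2, 154 without single mutant replicate 1 and 53 without triple mutant replicate 2.

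In Col-0 shoots *HULK2* had the highest level of the family, 93.2 ± 0.10 RPM (SD, n = 2), before *HULK3* with 44.4 ± 0.41, *HUA2* with 36.4 ± 0.48 and *HULK1* with 15.5 ± 2.91 RPM. Of 15 mitotic cell cycle genes, the B2-type cyclin gene *CYCB2;3* was higher in the double mutant (log2 fold change 1.11, limma, adjusted p = 0.0134) and none was lower, with the same count when adjusted over the list alone. *CYCB2;3* was not called without Col-0 replicate 1 or 2 (adjusted p = 0.0697 and 0.147) or without double mutant replicate 1 or 2 (adjusted p = 0.077 and 0.142), nor with no filter (0.107) or DESeq2 (0.309), within a range of 0.00304 to 0.309 over 18 alternatives. In the single and triple mutants none was called by limma, edgeR or DESeq2, and 2 and 1 had an unadjusted limma p under 0.05 (camera, adjusted p = 0.861, 0.897 and 0.807). Of 11 markers of root cell types only *FRO2* was high enough to be tested, and it was called in no mutant by the 3 tools, with an unadjusted limma p under 0.05 in none (camera, adjusted p = 0.581, 0.861 and 0.581).

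More genes were higher than lower in the double mutant on the RPM scale, with 39.5% lower. A difference in depth is argued against, since libraries thinned to 2367426 reads each still gave 43.8% lower genes in the mean of 10 sets (SD 0.959). A shift of the total by the 100 most abundant genes, which hold 29.1% of the reads in Col-0 and 26.0% in the double mutant, is a candidate explanation, since with these left out of the totals the median log2 fold change of all genes went from 0.0821 to 0.0228. Of the genes then called in the double mutant 61.5% were lower, a share that moves with this median and is no separate support. The share was 66.0% with median-of-ratios factors, but these centre the median of all genes by construction, so an effect of the fixed total cannot be told apart from other causes by them. Whether these genes fell because of the genotype remains untested.

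Seed maturation transcripts and *ICL* were high in replicate 2 of the triple mutant. A change of the same size in both replicates is argued against, since the median log2 fold change of the 7 tested seed genes was 1.42 without replicate 1 and -0.50 without replicate 2, a gap above the 1.39 by which the Col-0 replicates differ, although a smaller shared change is not excluded. A library from another genotype is argued against too, since *HULK2* was at 10.5 RPM in it and at 82.6 RPM or more in the libraries with an intact *HULK2*. A pool mixed with seeds or younger seedlings cannot be told apart from a few plants that differ for another reason, because the 7.76-fold difference in summed seed transcripts between the replicates (at most 2.22-fold in another genotype) is the pattern itself, and the median difference over the glyoxylate genes, 0.0442 on the log2 scale, lies below the 0.102 of another genotype.

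A further hypothesis was that variants linked to the *hua2-7* locus may change nearby genes, a test written before its result was seen. Within 2 Mb of *HUA2*, 8 of 683 genes were called in the single mutant, against 103 of 17894 elsewhere (odds ratio 2.05, 95% confidence interval 0.857 to 4.21, Fisher's exact test, p = 0.0676), so linked variants and chance cannot be told apart.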
